# Dual Role of NRF2 in Pancreatic Precursor Lesions

**DOI:** 10.1158/2767-9764.CRC-25-0107

**Published:** 2025-06-11

**Authors:** Shu Ichimiya, Sung Shin Ahn, Maya S. Dixon, John P. O’Sullivan, Lela C. DeVine, Alex Chen, Takeo Yamamoto, Yoshinao Oda, Masafumi Nakamura, Iok In Christine Chio

## Abstract

Pancreatic ductal adenocarcinoma (PDA) arises from distinct precursor lesions, primarily pancreatic intraepithelial neoplasia (PanIN) and intraductal papillary mucinous neoplasm (IPMN). Unlike PanIN, IPMN is a cystic lesion detectable by imaging, providing an opportunity for early intervention. However, the molecular determinants guiding the formation of PanIN versus IPMN remain poorly understood. In this study, we uncover a previously unrecognized role for nuclear factor erythroid 2–related factor 2 (NRF2), a master regulator of redox homeostasis, in dictating pancreatic precursor lesion fate. Although NRF2 is known to promote PanIN formation and sustain PDA, we found that active NRF2 levels are significantly lower in human IPMN compared with PanIN and PDA. Using a conditional NRF2 knockout mouse model, we demonstrate that NRF2 loss significantly increases IPMN-like cystic tumor formation in *KRAS*^G12D^-mutant pancreatic epithelium, revealing an unexpected suppressive role of NRF2 in IPMN development. Mechanistically, NRF2 suppresses IPMN formation through redox-independent transcriptional repression of SAM pointed domain–containing Ets transcription factor and MUC6, key markers of IPMN. These findings establish NRF2 as a lesion-specific regulator of pancreatic tumorigenesis, providing new molecular insights into PDA progression and potential biomarkers for early detection and risk stratification.

**Significance:**

This study reveals a context-dependent role of NRF2 in pancreatic tumorigenesis, promoting PanIN progression while suppressing IPMN formation. These findings provide new insights into early lesion heterogeneity and highlight NRF2 status as a potential biomarker for risk stratification in pancreatic cancer.

## Introduction

Pancreatic ductal adenocarcinoma (PDA) is among the deadliest forms of cancer. Despite advances in surgical techniques and chemotherapy, the 5-year survival rate remains low (1). Because of its asymptomatic nature, PDA is often diagnosed at an advanced stage, with most cases deemed unresectable at the time of diagnosis (2). Although PDA can develop through different premalignant pathways, the most well studied is pancreatic intraepithelial neoplasia (PanIN). However, an alternative route to PDA involves cystic precursor lesions, including intraductal papillary mucinous neoplasms (IPMN; ref. 3). IPMN is characterized by a papillary proliferation of pancreatic ductal cells with mucin secretion, leading to ductal dilation (4). Unlike PanIN, IPMN is detectable via imaging, allowing for potential early intervention. However, the risk of malignancy varies among subtypes, with main-duct IPMN exhibiting a higher likelihood of progressing to invasive carcinoma compared with branch-duct IPMN (5, 6). Current surveillance criteria remain poorly defined, underscoring the need to better understand the molecular mechanisms that regulate IPMN formation and progression.

Several genetic mutations implicated in IPMN overlap with those observed in PDA (7). Among these, activating mutations in KRAS are highly prevalent in both PanIN and IPMN (8, 9). However, IPMN also harbors distinct genetic alterations, such as mutations in *GNAS* and *RNF43*, which are rare in PanIN and PDA (10). Notably, *GNAS* mutations are found in a significant proportion of IPMN cases and are particularly associated with the intestinal subtype (11). Genetically engineered mouse models have provided critical insights into the molecular pathways driving IPMN, demonstrating that combined *GNAS* and *KRAS* mutations induce cystic neoplasms that closely resemble human IPMN (12, 13). Although genetic alterations define the oncogenic landscape of IPMN, additional molecular regulators likely contribute to its development. In particular, redox homeostasis has emerged as a key player in pancreatic tumorigenesis (14, 15). nuclear factor erythroid 2–related factor 2 (NRF2), a master regulator of oxidative stress responses (16–18), is frequently upregulated in PDA, in which it promotes tumor growth and chemoresistance (14, 15).

Although NRF2 has been studied in PDA and PanIN, its role in IPMN remains unexplored. Given the distinct genetic landscape of IPMN and its potential for early detection, we sought to investigate whether NRF2 differentially regulates pancreatic precursor lesions. Using a pancreas-specific NRF2 knockout model (*Nfe2l2*^*flox/flox*^*;Pdx1-Cre*), we observed a significant increase in IPMN-like cystic tumor formation in *KRAS*^G12D^-mutant pancreatic epithelium, implicating NRF2 as a suppressor of IPMN. Unlike its pro-tumorigenic role in PanIN, NRF2 loss promoted IPMN formation through a redox-independent mechanism involving the transcriptional regulation of *Spdef* and *Muc6*, both key markers of IPMN. Furthermore, human tissue analysis revealed lower nuclear NRF2 expression in IPMN compared with PanIN and PDA, suggesting distinct regulatory mechanisms across pancreatic precursor lesions. By elucidating the context-dependent roles of NRF2 in pancreatic tumorigenesis, our findings provide new insights into the molecular determinants of IPMN formation. These results have potential implications for improving early detection strategies and developing targeted therapeutic approaches for PDA prevention.

## Materials and Methods

### Human patient samples

Pancreatic tissue was freshly collected from deidentified human patients undergoing resection of IPMN or PDA in compliance with IRB-AAR6773 and IRB-AAR7565. The study protocol was reviewed and approved by the Columbia University Institutional Review Board. The requirement for written informed consent was waived by the institutional review board. Patient samples include normal pancreas (*n* = 24), PanIN (*n* = 21), IPMN (*n* = 23), and PDA (*n* = 23).

### Animals

Conditional Nrf2^flox/flox^ mice were created on a C57BL/6 genetic background. LoxP sites were inserted into the introns before exon 4 and after exon 5 of the Nfe2l2 (Nrf2) allele. *KRAS*^*+/LSL-G12D*^, *Pdx1-Cre* (KC) strains in the C57Bl/6 background were interbred to obtain *Pdx1-Cre; KRAS*^*+/LSL-G12D*^*; Nrf2*^flox/flox^ (KCN) mice. All animal experiments were conducted in accordance with procedures approved by the Institutional Animal Care and Use Committee at Columbia University (AC-AABK554).

### Histologic evaluation of mouse pancreas

To evaluate the histologic characteristics of normal and neoplastic regions in KC and KCN mouse pancreata, hematoxylin and eosin slides of mice pancreata were comprehensively examined. The diagnosis of pancreatic neoplastic lesions in mice was based on the criteria established by Hruban and colleagues (19). The percentage areas of normal pancreatic tissue (normal), acinar-to-ductal metaplasia, PanIN (classified into PanIN-1a, PanIN-1b, PanIN-2, and PanIN-3), PDA, and IPMN were quantified. The area percentages for each of these regions were calculated relative to the total pancreatic area or the sum of neoplastic areas of each mouse. The analysis was conducted using QuPath software version 0.3.2 (20).

### IHC and immunofluorescence

Tissues were fixed in 10% neutral buffered formalin and embedded in paraffin. Sections were subjected to hematoxylin and eosin staining as well as IHC and immunofluorescent staining. Antigen retrieval was done in 10 mmol/L citrate buffer (pH 6). The following primary antibodies were used for IHC staining at the indicated dilution: MUC1 (Invitrogen, MA5-11202, RRID: AB_11000874, 1:200), MUC2 (Novus Biologicals, NB120-11197, RRID: AB_791261, 1:200), MUC2 (Proteintech, 27675-1-AP, RRID: AB_2880943, 1:2,000), NRF2 (Abcam, ab62352, RRID: AB_944418, 1:200), and NRF2 phospho S40 (Abcam, RRID: ab76026, AB_1524049, 1:400). The following primary antibodies were used for immunofluorescent staining at the indicated dilution: CK19 (DSHB, TROMA-III, RRID: AB_2133570, 1:100) and GNAS (Proteintech, 10150-2-AP, RRID: AB_2111668, 1:100). Quantitative analysis of NRF2 and pNRF2 expression intensity was performed using ImageJ2 software version 2.14.0/1.54f. (21).

### GNAS expression analysis

GNAS expression intensity analysis was performed using ImageJ software version 1.54f. Linear regions of interest of fixed length bisecting 101 arbitrarily chosen pancreatic ductal cells were assessed for GNAS fluorescent signal intensity as a function of distance for both KC and KCN IPMN tissue samples. Regions of interest were assigned across 41 composite images from six KCN mice and 34 composite images from five KC mice. Composite images were generated from hyperstacks of imaged tissue slices for each sample using the “Z project” function for maximal signal intensity.

### MRI analysis of pancreatic cysts

MRI scans were conducted using a Bruker BioSpec 9.4T Magnetic Resonance Imaging system (Bruker). Mice were anesthetized with a mixture of 1% to 2% isoflurane in medical air delivered through a nose cone. The isoflurane level was adjusted as needed to maintain a respiration rate between 40 and 70 breaths per minute, monitored with a respiratory sensor (SA Instruments). The body temperature was kept at approximately 37°C using a water-circulating heating pad. To start, low-resolution T1-weighted scout images were obtained to determine positioning. High-resolution T2-weighted images were then acquired using a rapid acquisition with relaxation enhancement sequence. Imaging parameters included repetition time = 4,873 milliseconds, echo time = 60 milliseconds, field of view = 34 × 34 mm, matrix size = 256 × 256, and slice thickness = 0.4 mm, with a total of 30 slices covering the abdominal region. The maximum intensity projection method was applied to enhance the visualization of cyst structures.

### Enzymatic dissociation of mouse pancreatic tissues

Harvested pancreata were rinsed with PBS, minced into 1 mm^3^ pieces on ice, and transferred to a 20 mL digestion buffer containing collagenase P (20 mg, Roche, cat. #11213857001), DNase I (200 µL 10 mg/mL, Roche, cat. #10104159001), FBS (400 µL), and Rho kinase inhibitor (Y-27632; 20 µL, Cayman Chemicals, cat. #10005583). The mixture was incubated for 75 minutes at 37°C with continuous rotation. Samples were then passed through a 70-μm cell strainer (CELLTREAT, cat. #229483), and the tube was rinsed with 20 mL of ice-cold PBS. Following centrifugation at 700 rpm for 5 minutes at 4°C, the pellet was resuspended in 1 mL of PBS containing 20 mmol/L HEPES, 2 mmol/L EDTA, 5 mmol/L MgCl_2_, 1% FBS, 50 μg/mL DNase I, and Rho kinase inhibitor (Y-27632). The cells were stained with DAPI, and viable cells were sorted using the BD Influx cell sorter. The viability of the cell samples was confirmed to be greater than 80%, and the cells were resuspended in PBS containing 10% FBS at a concentration of 1,000 cells/µL. The resulting single-cell suspension was used for single-cell RNA sequencing (scRNA-seq).

### scRNA-seq library preparation, sequencing, and analysis

Libraries for scRNA-seq were generated using the Chromium Next GEM Single Cell 3′ Reagent Kit v3.1 (10x Genomics). We aimed to profile 10,000 cells per library. All libraries were sequenced on the NovaSeq 6000 (Illumina) or DNBSEQ-G400 (MGI Tech). Raw sequencing reads were aligned to the mouse reference genome mm39 and processed into a matrix of unique molecular identifiers per cell barcode and gene using CellRanger v5.0.0 (10x Genomics). The resulting files were analyzed with the R v4.3.3 package “Seurat v5.0.3” (22). Low-quality cells (defined as those with nCount_RNA < 800, nFeature_RNA < 500, or percent.mt > 10) were excluded. Data from all samples were merged and normalized using the “SCTransform” (23) method for variance stabilization. Principal component analysis was performed with the “RunPCA” function, followed by clustering using the “FindNeighbors” and “FindClusters” functions. Clusters were visualized with dimensional reduction using the “UMAP” method.

### RNA sequencing data analysis

Existing RNA sequencing data from a study by Liffers and colleagues (24), utilizing RNA extracted from formalin-fixed, paraffin-embedded samples of human gastric IPMN and low-grade PanIN (LDG-PanIN) obtained from surgical specimens, were used (Gene Expression Omnibus series accession number GSE210351). Paired-end FASTQ files were uploaded to the RaNA-Seq platform (25), in which automatic differential expression analysis was performed to identify differentially expressed genes in gastric IPMN and LDG-PanIN.

### SDS-PAGE and immunoblot analysis

Protein lysates were prepared using 0.1% SDS lysis buffer in 50 mmol/L Tris pH 8, 0.5% deoxycholate, 150 mmol/L NaCl, 2 mmol/L EDTA, and 1% NP40, with one tablet of PhosSTOP (Roche, cat. #4906837001) and one tablet of cOmplete, Mini, EDTA-free protease inhibitor cocktail (Roche, cat. #11836170001) per 10 mL buffer and separated on 4% to 12% Bis-Tris SurePAGE gels (GenScript, cat. #M00653), then transferred onto a nitrocellulose membrane (Amersham Protran 0.45 μm, cat. #10600002), and incubated with the indicated antibodies for immunoblotting.

### Transcription factor motif analysis and genome annotation

The promoter sequences of the genes of interest were obtained using the UCSC Genome Browser. Transcription factor–binding motif data were downloaded from JASPAR, with MA0150.1 representing the *NFE2L2* (NRF2)-binding motif in *Homo sapiens* and MA0150.2 and MA0150.3 representing *Nfe2l2*-binding motifs in *Mus musculus*. Motif occurrences within the promoter regions were analyzed using the Find Individual Motif Occurrences tool. Predicted binding motifs were filtered based on a *P*-value threshold of <0.001. Motif enrichment scores were calculated as the sum of −log_10_ (*P* values) for predicted binding sites. To visualize the predicted binding sites, the start/end positions of identified motifs within the analyzed sequences were mapped and added as a custom track to the UCSC Genome Browser, enabling direct examination of NRF2-binding motifs in promoter regions.

### Statistical analysis

R software version 3.63, R package Gene Expression Signature (RRID: SCR_000455), R package ggpubr (RRID: SCR_021139), QuPath (RRID: SCR_018257), and GraphPad Software version 9.0 (RRID: SCR_002798) were used to assess the data. Data are presented as the mean ± SD. A Student *t* test was used to compare the differences between two groups.

### Data availability

All data supporting the findings of this study are available in the article and its Supplementary Material and are available upon request from the corresponding author. scRNA-seq data have been deposited into the Gene Expression Omnibus repository under accession number GSE289513.

## Results

### Distinct patterns of NRF2 expression in human pancreatic lesions

We conducted IHC analysis on a panel of patient-derived specimens, including normal pancreas (*n* = 24), PanIN (*n* = 21), IPMN (*n* = 23), and PDA (*n* = 23; Table 1). Consistent with prior studies (18–22), total NRF2 expression was elevated in all preneoplastic and neoplastic lesions compared with normal ductal cells (Fig. 1A and B). Nuclear NRF2 expression, a marker of active NRF2 (17), was highest in PDA, significantly exceeding levels observed in preneoplastic lesions. Notably, NRF2 expression in IPMN lesions was predominantly cytosolic, similar to non-transformed acinar cells, in contrast to the nuclear localization observed in PanIN and PDA (Fig. 1A and C).

**Table 1:** Patient samples used for NRF2 immunostaining

Normal			PanIN			IPMN			PDA		
Sample ID	Age	Sex	Sample ID	Age	Sex	Sample ID	Age	Sex	Sample ID	Age	Sex
cchN10	55	F	cchN12	61	M	cchP8	64	F	cchT2	88	M
cchN11B	59	M	cchN14	66	F	cchP11	54	M	cchT7	75	F
cchN12	61	M	cchN15	69	M	cchP12	72	M	cchT13	85	F
cchN14	66	F	cchN17	67	F	cchP13	73	F	cchT14	71	M
cchN15	69	M	cchN22	69	F	cchP14	80	F	cchT17	68	M
cchN17	67	F	cchN28	64	M	cchP15	67	F	cchT19	68	M
cchN21	75	M	cchN36	74	F	cchP16	82	F	cchT22	61	M
cchN22	69	F	cchN41	75	F	cchP20	64	M	cchT26	69	M
cchN27	72	F	cchN46	73	F	cchP22	79	F	cchT32	75	M
cchN30	80	M	cchN51	79	F	cchP23	75	M	cchT35	84	M
cchN31	69	F	cchN52	63	M	cchP25	67	M	cchT36	84	F
cchN32	39	M	cchN104	72	M	cchP26	75	F	cchT40	64	M
cchN34	84	F	cchN110	82	F	cchP27	69	M	cchT46	68	M
cchN35	74	M	cchN115	64	M	cchP27 (PB)	69	M	cchT49	80	M
cchN36	74	F	cchN125	67	M	cchP32	79	M	cchT51	39	M
cchN37	40	F	cchN129	69	M	cchP33	72	M	cchT56	77	F
cchN38	63	M	cchN138	72	M	cchP39	72	F	cchT57	77	F
cchN41	75	F	cchN166	65	F	cchP44	79	F	cchT58	69	M
cchN42	55	F	cchP8	64	F	cchP46	71	F	cchT59	84	F
cchN43	75	F	P20	64	M	cchP49	79	F	cchT60	74	M
cchN46	73	F	cchP34	62	F	cchP50	73	F	cchT66	55	F
cchN47	67	M				cchP54	80	M	cchT74	49	F
cchN49	49	F				cchP55	72	M	cchT75	79	F
cchN52	63	M									

List of samples derived from patients that were used to determine NRF2 expression. Samples were classified as normal human pancreatic ducts (*n* = 24), PanIN (*n* = 21), IPMN (*n* = 23), and PDA (*n* = 23). Sample cchP27 (PB) refers to a pancreatobiliary sample.

**Figure 1:**
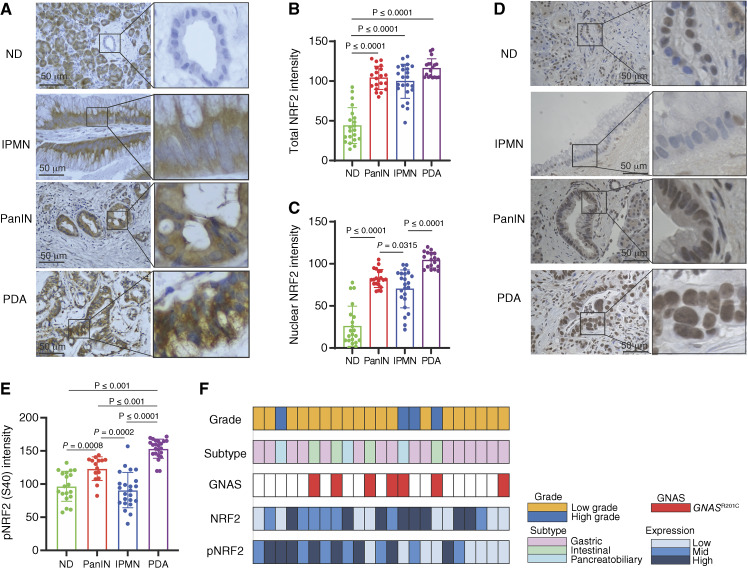
Distinct patterns of NRF2 expression in human pancreatic lesions. **A,** Representative image showing IHC staining for NRF2 in normal human pancreatic ducts, PanIN, IPMN, and PDA. **B,** Quantitative analysis of total NRF2 intensity in ND (*n* = 21), PanIN (*n* = 20), IPMN (*n* = 23), and PDA (*n* = 18). A one-way ANOVA comparing all groups with *F* = 62.74 and *P* < 0.0001. **C,** Quantitative analysis of nuclear NRF2 intensity in ND (*n* = 21), PanIN (*n* = 20), IPMN (*n* = 23), and PDA (*n* = 18). A one-way ANOVA comparing all groups with *F* = 66.69 and *P* < 0.0001. **D,** Representative IHC images of phosphorylated NRF2 (pNRF2^Ser40^) in human ND, PanIN, IPMN, and PDA. **E,** Quantitative analysis of pNRF2^Ser40^ staining intensity in human ND (*n* = 19), PanIN (*n* = 15), IPMN (*n* = 23), and PDA (*n* = 23). A one-way ANOVA comparing all groups with *F* = 40.73 and *P* < 0.0001. **F,** Histologic grade, subtype, *GNAS*^R201C^ mutation status, NRF2 nuclear staining intensity, and pNRF2 nuclear staining intensity in all human IPMN specimens analyzed. Error bars in this figure represent means ± SDs. A Student *t* test was conducted. Unless noted otherwise, no significant differences were found between the groups. ND, normal human pancreatic ducts.

The phosphorylation of NRF2 at Ser40, a posttranslational modification involved in antioxidant response element (ARE)–mediated transcription (26, 27), was upregulated in PanIN and PDA compared with normal ducts but remained unchanged in IPMN (Fig. 1D and E). The expression of total, nuclear, and phosphorylated NRF2 did not correlate with the histologic grade of the IPMN lesions (Fig. 1F; Supplementary Fig. S1A–S1C) or the mutational status of *GNAS* (R201C), the most frequently observed genetic alteration in IPMN (Fig. 1F; Supplementary Fig. S1D–S1F; ref. 28). However, higher-grade lesions exhibited a trend toward increased nuclear (Supplementary Fig. S1A) and active (Supplementary Fig. S1C) NRF2 expression. Additionally, NRF2 expression did not correlate with the histologic subtypes of IPMN (gastric, intestinal, and pancreatobiliary) as defined by MUC1 and MUC2 expression patterns (Fig. 1F; Supplementary Fig. S1G). These findings suggest that NRF2 may have distinct functional roles in PanIN and IPMN, influencing their divergent progression pathways.

### Deletion of NRF2 in mouse pancreatic epithelium promotes IPMN-like lesions

To investigate the role of NRF2 in pancreatic preneoplasia, we generated a conditional *Nfe2l2* knockout strain (*Nrf2*flox) to enable targeted deletion of NRF2 in the pancreatic epithelium. These mice were crossed with KC (*KRAS*^G12D^;*Pdx1*-Cre) mutants to generate KCNrf2flox compound mutants (KCN; Fig. 2A), in which NRF2 expression was ablated specifically in pancreatic epithelial cells (Fig. 2B).

**Figure 2:**
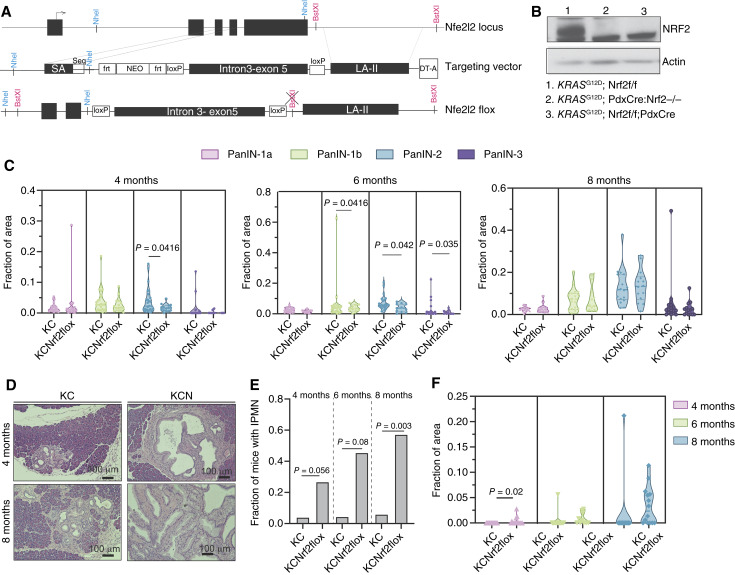
Deletion of NRF2 in mouse pancreatic epithelium promotes IPMN-like lesions. **A,** Targeting strategy of conditional NRF2 deletion strain. **B,** Immunoblot analysis of NRF2 expression in pancreatic ductal organoid lysates. **C,** Violin plots illustrating the area of neoplastic lesions in age-matched cohorts (4, 6, and 8 months) for KC and KCN pancreata. The cohorts comprised 25 KC and 15 KCN mice at 4 months, 23 KC and 11 KCN mice at 6 months, and 17 KC and 14 KCNrf2flox mice at 8 months of age. **D,** Representative images of hematoxylin and eosin staining of KC and KCN pancreata at 4 and 8 months of age. **E,** Statistical analysis (Fisher exact test) of the incidence of IPMN-like cystic tumors in KC and KCN mice was conducted. The cohorts included 25 KC and 15 KCN mice at 4 months, 23 KC and 11 KCNrf2flox mice at 6 months, and 17 KC and 14 KCNrf2flox mice at 8 months of age. **F,** Violin plots illustrating the area of IPMN lesions in age-matched cohorts (4, 6, and 8 months) for KC and KCN pancreata. The cohorts comprised 25 KC and 15 KCN mice at 4 months, 23 KC and 11 KCN mice at 6 months, and 17 KC and 14 KCNrf2flox mice at 8 months of age. The error bars in this figure represent means ± SDs. A Student *t* test was conducted unless stated otherwise. If not specified, no significant differences were observed between the two groups.

We analyzed the incidence of neoplastic lesions in KC and KCN mice at 4, 6, and 8 months of age. As previously observed in full-body *Nfe2l2* knockout models (15), conditional deletion of NRF2 in the pancreatic epithelium also led to a significant reduction in PanIN formation in KCN mice at 4 and 6 months (Fig. 2C; Supplementary Fig. S2A and S2B). In contrast, KCN mice exhibited a markedly higher frequency of IPMN-like cystic tumors compared with KC mice (Fig. 2D and E), and the proportion of mice with these lesions increased with age. Although the neoplastic area occupied by IPMN lesions was greater in KCN mice at 4 months, the lesion size among affected mice was comparable between genotypes in later time points (Fig. 2F; Supplementary Fig. S2B). These findings demonstrate that NRF2 deletion in *KRAS*^G12D^-mutant pancreatic epithelium not only suppresses PanIN formation, as seen in full-body knockout models, but also increases the likelihood of developing IPMN-like cystic lesions. This phenotypic divergence highlights the dual role of NRF2 in pancreatic preneoplastic lesion development and suggests its potential influence on lineage-specific tumorigenic trajectories.

### NRF2 suppresses IPMN formation through a redox-independent mechanism

As a central regulator of intracellular redox homeostasis (18), NRF2 mitigates oxidative stress, raising the question of whether reactive oxygen species (ROS) influence the distinct progression of *KRAS*^G12D^-mutant pancreatic epithelial cells into PanIN or IPMN lesions. To investigate this, we examined whether NRF2 deletion promotes IPMN formation by altering global ROS levels, following established protocols to perturb intrapancreatic ROS (15). KC and KCN mice were randomized into three groups receiving water, buthionine sulfoximine (BSO), or N-acetylcysteine (NAC) for 6 months. BSO inhibits γ-glutamylcysteine synthetase, depleting glutathione and consequently increasing intracellular ROS (29, 30). Conversely, NAC, a glutathione precursor, reduces ROS levels (31).

Systemic BSO administration did not significantly affect pancreas-to-body-weight ratios (Fig. 3A), but it decreased PanIN formation in KC mice (Fig. 3B and C), indicating that elevated ROS levels hinder PanIN development in *KRAS*^G12D^-mutant pancreatic epithelial cells. Conversely, NAC administration did not affect pancreas-to-body-weight ratios (Fig. 3D) but significantly enhanced PanIN formation in KCN mice (Fig. 3E and F), supporting a role for NRF2 in promoting PanIN formation by mitigating oxidative stress. However, neither BSO nor NAC treatment altered the incidence of IPMN-like lesions in either KC or KCN animals (Fig. 3G). These results suggest that although NRF2 facilitates PanIN formation via its redox-regulating functions, consistent with published findings (15), its suppression of IPMN development occurs through a distinct, redox-independent mechanism.

**Figure 3:**
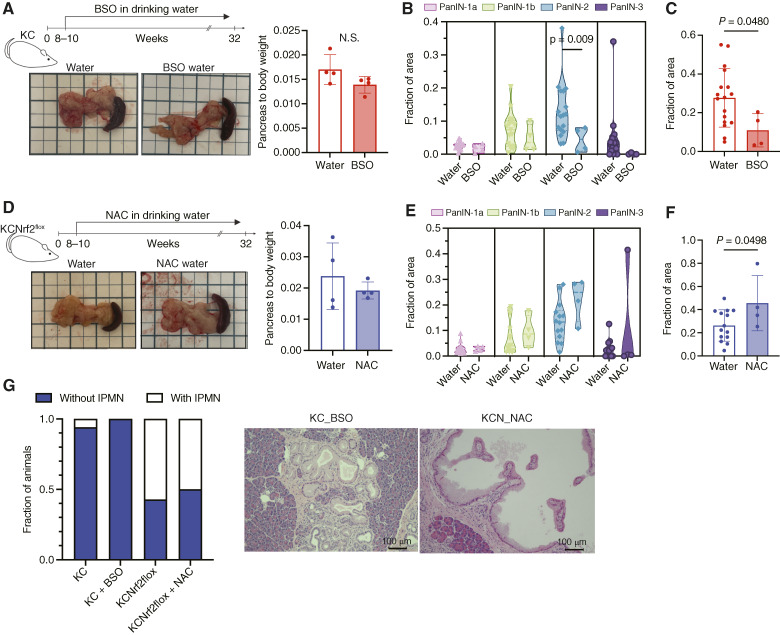
NRF2 suppresses IPMN formation in a redox-independent manner. **A,** Experimental timeline and representative images of the pancreas and spleen collected from KC mice treated with either water or BSO (20 mmol/L in drinking water). Quantification of the pancreas relative to the body weight of these animals. **B,** Violin plots illustrating the area of neoplastic lesions in the pancreata from KC mice treated with BSO (*n* = 4) or water (*n* = 17). **C,** Statistical analysis of total PanIN area in KC mice treated with BSO (*n* = 4) or water (*n* = 17). **D,** Experimental timeline and representative images of the pancreas and spleen collected from KCN mice treated with either water or NAC (30 mmol/L in drinking water). Quantification of the pancreas relative to the body weight of these animals. **E,** Violin plots illustrating the area of neoplastic lesions in the pancreata from KCN mice treated with NAC (*n* = 4) or water (*n* = 14). **F,** Statistical analysis of total PanIN area in KCN mice treated with water (*n* = 14) or NAC (*n* = 4). **G,** Incidence of IPMN-like cystic tumors in mice treated with NAC (*n* = 4), BSO (*n* = 4), or water (KC, *n* = 17 and KCN, *n* = 14). Representative hematoxylin and eosin images of pancreata from KC mice administered BSO and KCN mice administered NAC. Error bars in this figure represent means ± SDs. A Student *t* test was conducted. Unless noted otherwise, no significant differences were found between the groups.

### NRF2 loss enhances IPMN-associated gene signatures and SAM pointed domain–containing Ets transcription factor pathways

To identify the redox-independent mechanisms by which NRF2 regulates IPMN formation, we examined *GNAS* (R201C), the most common genetic alteration in IPMN (28). GNAS encodes a critical mediator of G protein–coupled receptor signaling, initiating downstream adenylyl cyclase activation (32). As the cytoplasmic diffusion of GNAS has been linked to its signaling activity (33), we assessed GNAS localization in pancreatic tissues via immunofluorescence staining. We observed no significant differences in GNAS intracellular distribution between KC and KCN mice (Fig. 4). However, NRF2 deletion led to a modest increase in GNAS membrane localization (Fig. 4B and C). Given that membrane localization of GNAS is typically associated with an inactive state, these observations indicate that the formation of cystic neoplasms in NRF2-deficient pancreata likely occurs through mechanisms independent of canonical GNAS activation.

**Figure 4:**
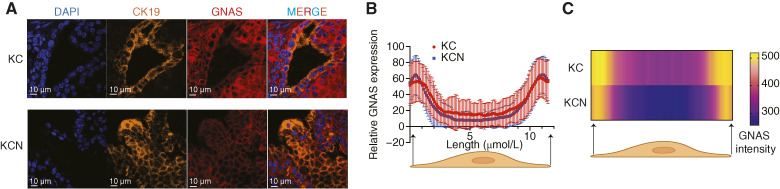
NRF2 loss does not alter GNAS intracellular localization. **A,** Representative images of immunofluorescence staining of KC and KCN pancreata. **B,** Quantification of GNAS staining intensity across the width of a pancreatic ductal cell. Using ImageJ, 101 random pancreatic ductal cells were surveyed and analyzed. **C,** Distribution of GNAS expression across the width of a pancreatic ductal cell. Using ImageJ, 101 random pancreatic ductal cells were surveyed and analyzed. Error bars in this figure represent mean ± SD. A Student *t* test was conducted. Unless noted otherwise, no significant differences were found between the groups.

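Nfe2l2 encodes NRF2, the transcription factor that turns on antioxidant and detoxification genes, and it is the gene deleted in KCN mice. Over whole libraries from 8-month-old pancreata, Nfe2l2 (ENSMUSG00000015839) was at 168 and 199 CPM (UMIs per 1000000) in the 2 libraries labelled KC and at 100.1 and 109 CPM in the 2 labelled KCN. It was lower in the libraries labelled KCN in T cell-like clusters (67.0 and 67.0 against 42.3 and 42.2 CPM), in B cell-like clusters (59.2 and 66.7 against 38.2 and 33.1 CPM) and in acinar-like clusters (49.5 and 40.7 against 2.83 and 3.95 CPM). In the cluster of each library that held most UMIs of the ductal keratin Krt19, it was at 294 and 429.8 CPM in the libraries labelled KC and at 296 and 237 CPM in those labelled KCN. Per 1000 UMIs of 14 ductal markers, a scale chosen after the data were seen on which the median of all genes lies at a log2 difference of −1.85, Nfe2l2 was at 139.7 and 173.7 against 61.8 and 7.62 there (−2.80, limma adjusted p = 0.231).
In limma, the fall in T cell-like clusters was by 0.61 on the log2(CPM + 5) scale (standard error 0.13, adjusted p = 0.000639), that in B cell-like clusters by 0.74 (standard error 0.12, adjusted p = 0.0135) and that in acinar-like clusters by 2.57 (standard error 0.17, adjusted p = 2.32e-05). The acinar-like clusters of the libraries labelled KC also held immunoglobulin transcripts of plasma cells, at 23.2% and 27.5% of their UMIs. Of 1606 genes tested in acinar-like clusters, 1134 were lower in the libraries labelled KCN, so that the fall of Nfe2l2 there is one of many. Quantile normalization turned this balance to 285 lower and 412 higher. The call in B cell-like clusters was lost with no filter on low values (adjusted p = 0.141), with 1 cluster per library (adjusted p = 1.00) and without KCN replicate 1 or 2 (adjusted p = 0.0665 and 0.237). Nfe2l2 was thus lower in the libraries labelled KCN in lymphoid cells too, although Pdx1-Cre acts in the pancreatic epithelium. Macrophage-like clusters ran the same way, at 983 CPM in KC replicate 1 against 537 and 668 CPM in the libraries labelled KCN. A fall outside the epithelium does not test the deletion or the labels. In the Krt19 clusters the genotypes overlapped in CPM, with only KCN replicate 1 (296) not below both libraries labelled KC. Its cluster also held leukocytes (Ptprc at 382 CPM), as did those labelled KC (426 and 417). The scale per ductal marker UMI, which lowers most genes in the Krt19 clusters, does not test the labels either. The libraries are therefore named by their labels throughout. These 3′ libraries read the end of a transcript, which for Nfe2l2 is exon 5, the last exon and the one with the 3′ UTR in the GENCODE vM21 annotation of GRCm38, and Fig. 2A draws this exon inside the floxed part. The methods place the second loxP site in an intron after exon 5, where this annotation has none, and whether a transcript of the deleted allele can still be read here is not known, so that Nfe2l2 UMIs in a Krt19 cluster labelled KCN do not by themselves show an intact allele. The paper's immunoblot (Fig. 2B), its count of mice with IPMN (Fig. 2E) and the arrows that mark cysts in the KCN pancreata alone (Fig. 5A) run with the genotypes, which does not settle what each library holds.
The libraries were made with a Chromium 3′ v3.1 kit, in which each captured RNA molecule carries a unique molecular identifier (UMI), from cells sorted as viable with DAPI. They came from different mice. The authors aligned the reads to mm39 and counted UMIs with Cell Ranger 5.0.0. The deposited tables give, for each cluster of a library, the mean UMI count per cell of every gene, its log2 fold change against all other cells of that library and an adjusted p-value. Whole UMIs were recovered from the means, in which 100% of the values were whole multiples of the smallest within 1e-06, and were summed per library and class of cluster. The libraries labelled KC held 51540832 and 68930181 UMIs in 12 and 17 clusters, with a median of 4305 and 4126 UMIs per cell. Those labelled KCN held 95949824 and 96032552 UMIs in 17 clusters each, with a median of 5085.5 and 5667 UMIs per cell. Clusters were named by marker genes fixed before the data were examined, with the exact scoring set after the tables were seen. A name ending in -like rests on these markers alone. Which library was sequenced on which of the NovaSeq and DNBSEQ instruments is not stated in the paper's text, so that a difference between the instruments cannot be told apart from the genotypes if they coincide.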

To further characterize the molecular impact of NRF2 loss, we conducted scRNA-seq on the pancreata of 8-month-old mice with MRI-confirmed cystic lesions (Fig. 5A; Supplementary Fig. S3A). 

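Lymphocytes gave most of the RNA captured from viable sorted cells in the libraries labelled KC, and the exocrine epithelium gave a smaller part of it in the libraries labelled KC than in those labelled KCN. Acinar-like clusters, marked by digestive enzymes such as the lipase Pnlip and the elastase Cela1, held 7.26% and 9.81% of the UMIs of the libraries labelled KC and 21.0% and 32.7% of those labelled KCN. T cell-like clusters held 26.7% and 19.4% against 17.1% and 12.4%. B cell-like clusters held 16.3% and 18.7% against 9.61% and 9.56%, and NK cell-like clusters 17.4% and 15.4% against 7.30% and 7.27%, though T cell markers were also higher in most NK cell-like clusters and several were led by genes such as Tcrg-V5, Il22 and Il13, so that the name covers mixed lymphoid cells. In each of these classes both libraries of a genotype lay on the same side of both libraries of the other, a split that chance gives with a probability of 0.333 (exact permutation test, two-sided), the smallest p that 2 libraries against 2 allow. Exact binomial intervals (95%) cover counting error only, as in 7.25% to 7.26% for the lowest acinar-like share.

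**Figure D1:**
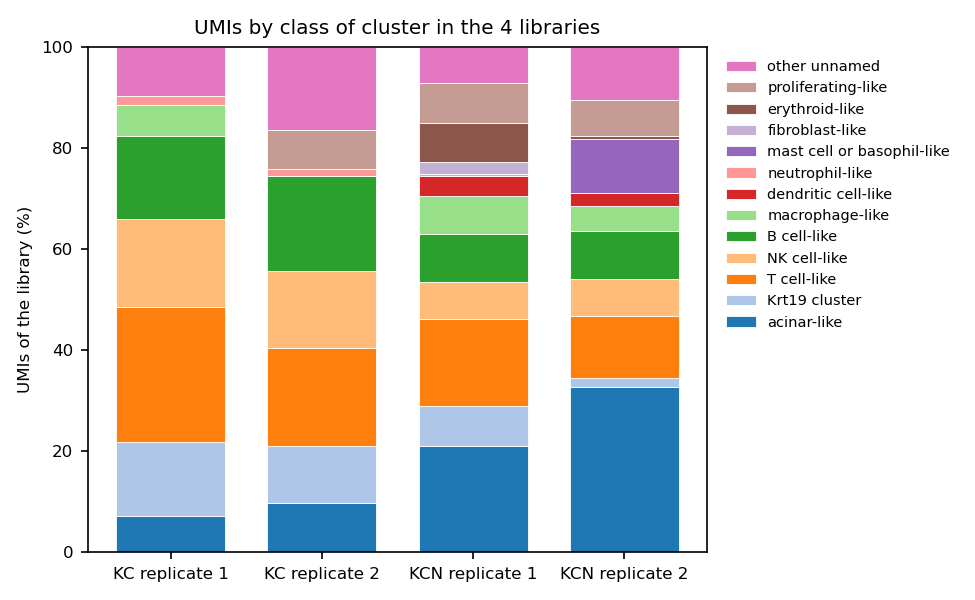
Share of each library's UMIs (y axis, percent, from 0 to 100) in each class of cluster for the 2 libraries labelled KC and the 2 labelled KCN (x axis), as stacked bars. The acinar-like part is 7.26% and 9.81% in the bars labelled KC and 21.0% and 32.7% in those labelled KCN, and the Krt19 cluster, drawn apart from the other unnamed clusters, takes 14.7%, 11.2%, 8.06% and 1.77%.

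The acinar-like clusters labelled KC also held immunoglobulin RNA, so that their exocrine part is smaller than their share. No cluster met the rule for a ductal-like name, so that the epithelial share is that of acinar-like clusters. With the unnamed clusters in which Krt19 or Cpa1 was higher added, it was 21.9% and 21.0% against 29.1% and 34.4%. The shares are of UMIs, since cell numbers were not used here, and an erythroid-like cluster with 7.86% of the UMIs of KCN replicate 1 was left out of the acinar class although 76.0% of its own UMIs came from acinar enzyme genes.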

We noted a significant dropout of epithelial cells, likely attributed to a loss of epithelial cell viability during tissue dissociation. 

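Krt19, a keratin of duct cells, and Cpa1, an acinar carboxypeptidase, marked separate clusters in all 4 libraries. In the authors' deposited table Krt19 was higher in exactly 1 cluster of each library, with a log2 fold change against the other cells of 5.51 and 6.06 in the libraries labelled KC and of 4.61 and 7.42 in those labelled KCN. This cluster held 88.8% and 89.4% of all Krt19 UMIs in the libraries labelled KC, and 68.2% and 75.6% in those labelled KCN. Krt19 was at 67.2, 223, 93.3 and 796.5 CPM there, in the order KC replicates 1 and 2 and KCN replicates 1 and 2, and Cpa1 at 7.79, 8.31, 136 and 277 CPM. In acinar-like clusters Cpa1 was at 11023 and 11131 CPM in the libraries labelled KC and at 24037 and 22755 CPM in those labelled KCN. The log2 difference of 1.08 (standard error 0.20, adjusted p = 0.00234 in limma) no longer passed without KCN replicate 1. It was 0.63 (limma adjusted p = 0.0110) without immunoglobulin and plasma cell genes in the totals, a step chosen after the data were seen. Other plasma cell RNA stayed in those totals, so that a rise of Cpa1 beyond dilution is not shown.
Each Krt19 cluster held other cells beside duct cells. The leukocyte gene Ptprc was at 426 and 417 CPM in the clusters labelled KC and at 382 and 21.7 CPM in those labelled KCN, and the collagen gene Col1a1 at 235 and 23.8 against 1.29 and 1.17 CPM. Pecam1, an endothelial gene, was at 20.5 and 25.5 against 20.2 and 2.93 CPM, and the epithelial adhesion gene Epcam at 140.3 and 202 against 277 and 1476 CPM. The islet hormone Sst had no UMI in the clusters labelled KC and was at 148 and 1118 CPM in those labelled KCN, whereas Ppy, another islet hormone, was at 259.8, 0.26, 45.4 and 266 CPM. None was named ductal-like. In both clusters labelled KC and in that of KCN replicate 1, 75% or more of the markers of other classes were higher too. That of KCN replicate 2 had 16 ductal markers higher (89%) and no other class at that level. It stayed unnamed because the islet gene Ppy, and no ductal marker, was among its 10 leading genes. This scoring was set after the tables were seen. KC and KCN are therefore compared between the Krt19 clusters by their number, a comparison chosen after the data were seen.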

Of the epithelial cells captured in this analysis, pancreatic ductal cells were identified using *Krt19* and *Cpa1* markers (Supplementary Fig. S3B and S3C) and categorized into six distinct subclusters (Supplementary Fig. S3D). 

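The Krt19 clusters took up 14.7% and 11.2% of the UMIs of the libraries labelled KC and 8.06% and 1.77% of those labelled KCN, and their content of ductal markers differed. The 14 ductal markers other than gastric ones, among them Krt7, Epcam, Sox9, Cftr and Spp1, gave 2107 and 2475 CPM in the clusters labelled KC and 4787 and 31129.8 in those labelled KCN. Their sum is not of duct cells alone. A mixed macrophage and fibroblast cluster of KC replicate 2, with 125 Krt19 UMIs, held 12234 of these UMIs, against 19055 in the Krt19 cluster of that library. By fold change in the authors' deposited table, the genes that led the cluster of KC replicate 1 were the islet peptides Ppy and Pyy, the myeloid proteases Elane and Ctsg, and Spink4, Itgbl1, Sprr1a, Col5a2, Mup18 and Apod. Those of KC replicate 2 were the mast cell protease Mcpt2, the gastric peptides Gkn3 and Gkn1, and Prap1, 2210407C18Rik, Phgr1, Sptssb, Sprr2a3, Mup18 and Cyyr1. Sst, Glycam1, Dcdc2a, Wfdc15b, Ccl21a, Ptgds, Ankrd1, Sprr1a, ccdc198 and Tmem212 led the cluster of KCN replicate 1 in the authors' deposited table, and ccdc198, Msmp, Ppy, the surfactant protein Sftpd, Pof1b, Crp, Cidea, Ankrd1, the receptor Erbb4 and Dcdc2a that of KCN replicate 2.
Between genotypes, 0 of 5365 genes passed an adjusted p of 0.05 in limma, with 149 at an unadjusted p under 0.05, and edgeR on the recovered UMIs called 0, with 186. On simulated libraries with a common spread for all genes, estimated from these clusters, limma recovered 15 of 200 genes changed by 4-fold. The largest differences whose libraries did not overlap, none of them past the test, were higher in the clusters labelled KCN for Sst (log2 difference 6.37), Apoc1, an apolipoprotein (4.42), and the digestive enzyme genes Try5 (4.77), Prss2 (4.73), Pnlip (4.61), Cela3b (4.47), 2210010C04Rik (4.41), Cela2a (4.19), Try4 (4.17) and Ctrb1 (4.13), of which the trypsins are close copies whose UMIs are uncertain. They were lower there for the gastric peptides Gkn3 (−6.95) and Tff2 (−4.24), the mast cell proteases Cma1 (−3.92), Mcpt4 (−3.91) and Cpa3 (−3.51), the matrix genes Dcn (−3.80) and Col1a1 (−3.74), the chemokine Ccl5 (−3.51), the histone Hist1h1b (−3.10) and Igfbp4 (−3.03). Such differences can come from where cells were placed, since clusters were built within each library. Col1a1 was at 2701 and 3465 CPM in fibroblast-rich clusters of the libraries labelled KCN, and KCN replicate 2 had a mast cell or basophil-like cluster. Of 20 acinar enzyme genes listed before the data were examined, 18 were tested and 0 passed over all genes, while 17 were higher in the clusters labelled KCN when adjusted over the list alone (limma camera, adjusted p = 4.46e-30; adjusted p = 0.452 with an estimated correlation). Left out in turn, KCN replicate 1 took the count of genes to 1796 and KCN replicate 2 took it to 15.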

Notably, clusters 2 and 3 were predominantly enriched in KCN pancreata (Supplementary Fig. S3D). To assess the relevance of these clusters to human disease, we applied publicly available datasets of human IPMN and LDG-PanIN (GSE210351; ref. 24) to identify differentially expressed genes specific to IPMN and LDG-PanIN (Supplementary Fig. S3E). Mapping these gene sets onto the murine ductal cell clusters by UCell (34) revealed that the IPMN signature was primarily associated with clusters 2 and 3 (Supplementary Fig. S3F). 

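Gnas (ENSMUSG00000027523) encodes the stimulatory G protein subunit that couples receptors to adenylyl cyclase. It was at 620.5 and 594 CPM in the Krt19 clusters labelled KC and at 559 and 689 CPM in those labelled KCN. The log2 difference of 0.03 lay within the spread between libraries of a genotype (SD 0.15, n = 2 each; limma adjusted p = 0.970; the smallest exact permutation p is 0.333). Lymphoid cells gave similar values, with a log2 difference of 0.00 in B cell-like clusters (adjusted p = 0.992) and an adjusted p of 0.996 in T cell-like clusters. In acinar-like clusters Gnas was lower in the libraries labelled KCN by a log2 difference of −0.64 (standard error 0.24, limma adjusted p = 0.0427), which quantile normalization turned to 0.41 (adjusted p = 0.0529) and which no longer passed in edgeR (adjusted p = 0.0533), without KC replicate 2 (0.0649) or without KCN replicate 1 (0.365) or 2 (0.285).
Of 19 genes of the Gs and cAMP pathway, 12 were tested in the Krt19 clusters and none passed, over all genes or when adjusted over the list alone (limma camera, adjusted p = 0.658; adjusted p = 0.700 with an estimated correlation). The members with the largest differences were the transcription factors Fos (1.40), Nr4a2 (−1.27) and Crem (−0.90) and the adenylyl cyclase Adcy7 (−1.12).
Gastric-type mucous cells secrete trefoil peptides, gastrokines and mucins, and a textbook list of 26 of their genes, 3 of them also in the SPEM and SPDEF list of Table 2, was fixed before the data were examined. As a sum, the list gave 2067 and 5762 CPM in the Krt19 clusters labelled KC against 152 and 954 CPM in those labelled KCN. The trefoil peptide Tff2 had 4825 and 18300 UMIs against 247 and 190, the gastrokine Gkn1 46 and 5445 against 0 and 0, the tight junction gene Cldn18 54 and 134 against 0 and 0, and the protease Ctse 385 and 1049 against 57 and 42. Of 25 members with a UMI, 15 had both libraries labelled KC above both labelled KCN in CPM, 0 had the opposite and 10 overlapped. Chance gives each gene a split in either direction with a probability of 0.333, but genes of the same libraries are not independent. Other lists split as often, with 15 of 23 fatty acid oxidation genes higher in both labelled KCN and 0 in both labelled KC. Stress genes had 14 and 3 of 20, and Gs and cAMP genes 4 and 1 of 19. Of 9 gastric genes tested, 0 passed over all genes and 2 were lower in the clusters labelled KCN when adjusted over the list alone (mean log2 difference −2.17; limma camera, adjusted p = 2.48e-06; adjusted p = 0.514 with an estimated correlation). The mean went to −1.28 without KCN replicate 1, to −1.32 without KC replicate 2 and to −3.32 without KCN replicate 2.
Because the clusters differed in their content of ductal markers, the same genes were also taken per UMI of the 14 ductal markers, a scaling chosen after the data were seen, which moves the median of all genes to −1.85. All 17 members tested then lay below that median, by a mean log2 difference of −2.45, and 9 were lower in the clusters labelled KCN (16 when adjusted over the list alone), which the shift itself favors (limma camera, adjusted p = 1.02e-30; adjusted p = 0.191 with an estimated correlation). The human IPMN and PanIN signatures themselves were not analysed here, and these directions are by label, with Nfe2l2 in CPM not lower than both libraries labelled KC in each Krt19 cluster labelled KCN.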

Although *GNAS* expression remained unchanged between KC and KCN pancreata (Fig. 5B), IPMN-associated gene sets were significantly upregulated in KCN pancreata compared with KC (Fig. 5C). These findings reinforce the relevance of NRF2 loss to human IPMN pathophysiology and suggest that NRF2 modulates distinct molecular pathways that drive lineage-specific pancreatic tumorigenesis independently of *GNAS* activation.

**Figure 5:**
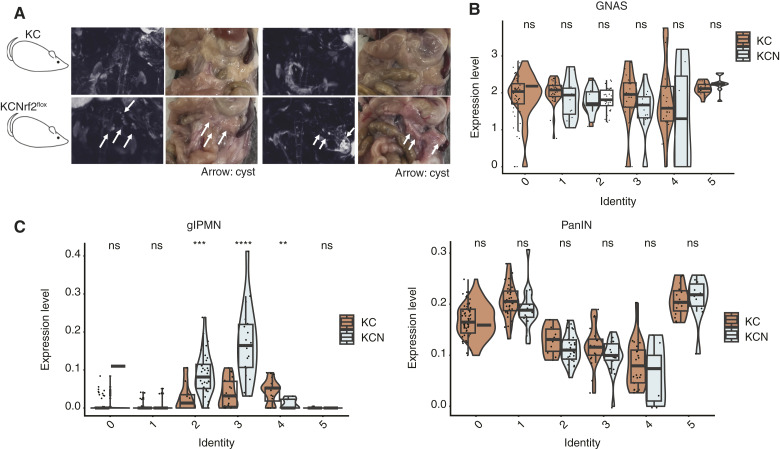
NRF2 loss promotes IPMN-like gene signatures. **A,** Magnetic resonance and brightfield images of KC and KCN pancreata (*n* = 2 each) harvested for scRNA-seq. **B,** Violin plot of *GNAS* expression across ductal cell clusters. **C,** Violin plot of gastric IPMN and PanIN signature expression across ductal cell clusters. Error bars in this figure represent means ± SDs. A Student *t* test was conducted. **, *P* = 0.00356; ***, *P* = 0.00098; ****, *P* < 0.0001; ns, not significant. Unless otherwise noted, no significant differences were observed between the two groups.

A recent study identified markers of gastric spasmolytic polypeptide–expressing metaplasia (SPEM) in human IPMN, with SAM pointed domain–containing Ets transcription factor (SPDEF), CREB3L1, and CREB3L4 emerging as key transcriptional regulators of this phenotype (bioRxiv 2024.02.25.581948). Consistent with these findings, clusters 2 and 3—enriched in KCN pancreatic ductal cells—exhibited significant enrichment for both SPEM (Fig. 6A) and SPDEF (Fig. 6B) gene signatures. 

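The paper's Table 2 lists predicted NRF2 binding motifs near 19 genes of the signatures of spasmolytic polypeptide-expressing metaplasia (SPEM) and of the mucous cell regulator SPDEF, and signature genes without a motif would be absent from it. In CPM of the Krt19 cluster, 8 of them were higher in both libraries labelled KC than in both labelled KCN, 1 was higher in both labelled KCN and 10 overlapped. Chance gives each gene a split in either direction with a probability of 0.333, but genes of the same libraries are not independent. The gastrokine Gkn3 had 4054 and 7186 UMIs in the clusters labelled KC against 7 and 1 in those labelled KCN, the mucin Muc6 283 and 124 against 1 and 2, and the mucin folding enzyme Agr2 550 and 1047 against 77 and 67. Spdef itself, the transcription factor, had 11 and 19 UMIs against 0 and 1, and Ern2, a stress sensor of mucous cells, 27 and 35 against 0 and 0. C2cd4b was the gene higher in both clusters labelled KCN, with 24 and 13 UMIs (3.17 and 1.69 CPM) against 99 and 79 (12.8 and 46.4 CPM). Over whole libraries Gkn3 had 4137 and 7241 UMIs in those labelled KC and 193 and 148 in those labelled KCN. Most Gkn3 UMIs of the libraries labelled KCN thus lay outside the Krt19 clusters, and the contrast between these clusters overstates that between libraries. Gkn3 was the leading gene by fold of an acinar-like cluster of KCN replicate 2.
On the log2(CPM + 5) scale the other genes that separated the genotypes were the glutathione S-transferase Mgst2 (−1.55), the sugar epimerase Gale (−0.39) and the carbonic anhydrase Car12 (−0.11). Libraries overlapped for Pglyrp1 (−0.62), the hyaluronan receptor Cd44 (−0.20), Tspan1 (−0.20), Foxa3 (0.15), Trim24 (0.21), Wfdc2 (0.47), Creb3l4 (0.50), Cpn1 (0.67), Etv5 (0.74) and Creb3l1 (0.90). Creb3l1 and Wfdc2 were highest in KCN replicate 2, at 50.5 and 330.5 CPM. None of the 7 genes abundant enough to be tested passed in limma over all genes, and 1, Gkn3, was lower in the clusters labelled KCN when adjusted over the list alone. As a set they had a mean log2 difference of −1.52 and a median of −0.62 (limma camera, adjusted p = 0.00145; adjusted p = 0.514 with an estimated correlation). The mean went to −0.18 without KC replicate 2 and to −0.68 without KC replicate 1, in each case over 5 genes, since fewer pass the filter then. The genes were taken from the paper's table and so were not chosen independently of it.

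**Figure D2:**
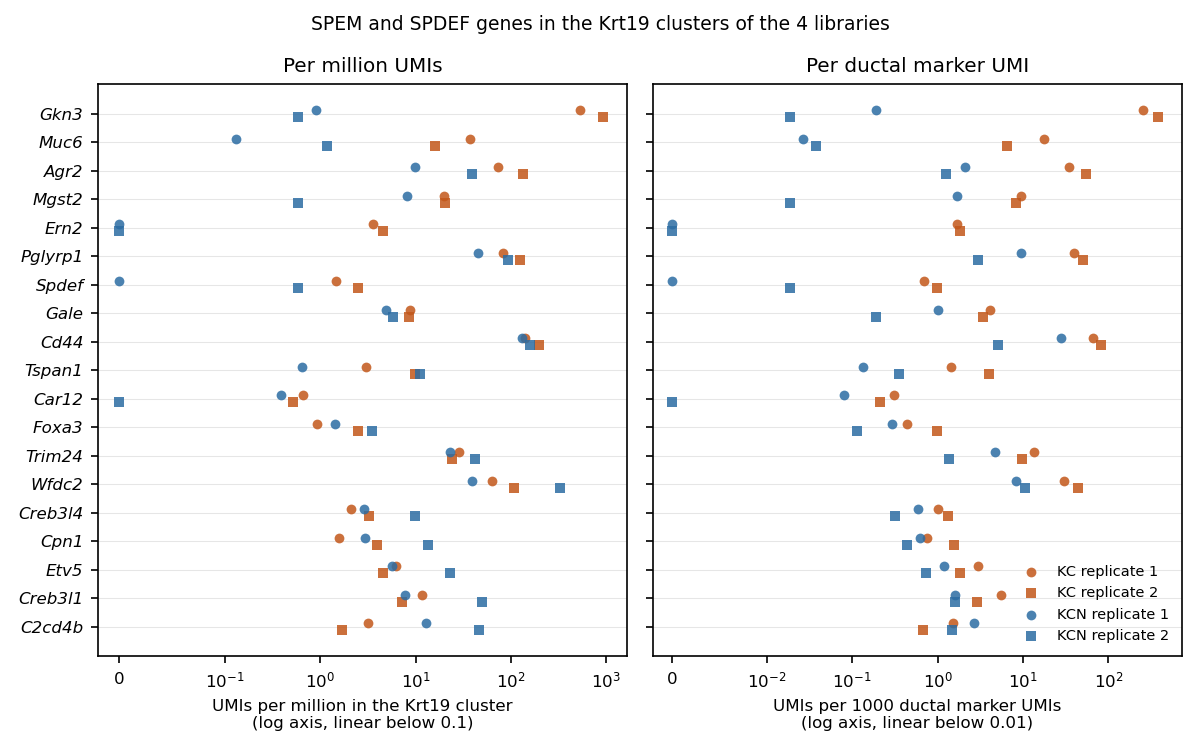
UMIs of the 19 SPEM and SPDEF genes (y axis) in the Krt19 cluster of each library, in CPM of the cluster (left x axis) and per 1000 UMIs of 14 ductal markers (right x axis), both on log axes that are linear near 0. Each point is a library, orange for those labelled KC and blue for those labelled KCN. On the left 8 genes have both orange points to the right of both blue points. The scale on the right moves most genes of any kind toward higher values in the clusters labelled KC.

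Per UMI of the ductal markers most genes of any kind are lower in the clusters labelled KCN, whose ductal marker share is larger, and of 15 genes of the list tested 11 lay below the median of all genes. The list gave 486 and 652 UMIs per 1000 ductal marker UMIs in the clusters labelled KC against 62.3 and 26.7 in those labelled KCN. On this scale 3 were lower in the clusters labelled KCN and 0 higher (7 lower when adjusted over the list alone), with a mean of −0.73 relative to the median of all genes (limma camera, adjusted p = 0.000106; adjusted p = 0.424 with an estimated correlation). They were Gkn3 (log2 difference −9.02, standard error 1.56, adjusted p = 7.82e-05), Muc6 (−4.41, standard error 0.90, adjusted p = 0.000928) and Ern2 (adjusted p = 0.00512). Summed over libraries, Muc6 was 349 times as high per ductal marker UMI in the clusters labelled KC (counting interval 119 to 1700), Spdef 77.2 times (12.8 to 3149) and Agr2 28.5 times (24.0 to 34.1), and Ern2, with 0 UMIs in the clusters labelled KCN, had an interval from 42.0 upward (53.2 against a floor of 3 UMIs), while C2cd4b had a ratio of 0.535 (0.365 to 0.766). With a library left out, Muc6 ran from 195 (without KC replicate 1) to 533 (without KC replicate 2), Agr2 from 21.6 to 36.1 and C2cd4b from 0.345 (without KC replicate 1) to 0.761. Spdef, with 1 UMI in the clusters labelled KCN, fell to 45.5 without KCN replicate 1 and to 10.6, against the floor, without KCN replicate 2, and the value of Ern2 against the floor fell to 31.3 and 21.9.
Against the other cells of the same library, the authors' deposited table has 11 and 13 of the 19 genes higher in the Krt19 clusters labelled KC, and 5 and 10 in those labelled KCN, with cells as replicates, and 4 and 4 against 3 and 6 among genes with a mean of at least 0.1 UMI. The directions here are by label, and Nfe2l2 in CPM overlapped between the genotypes in these clusters. The paper starts from SPEM genes that another study found in human IPMN, scores ductal cells for them and finds the scores higher in the subclusters that it saw mostly in KCN pancreata. With NRF2 binding motifs upstream of Muc6, Spdef and Cd44, it then raises as a possibility that loss of NRF2 releases SPDEF activity and shifts duct cells toward a mucous fate.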

To determine whether NRF2 directly regulates this pathway, we performed transcription factor motif analysis on the promoters of SPEM and SPDEF target genes in both human and mouse genomes. As expected, the canonical ARE, the NRF2-binding motif, was significantly enriched within the SPEM and SPDEF gene sets at levels comparable with those observed in *Nqo1*, a well-established NRF2 target gene (Fig. 6C; Table 2; ref. 18). Notably, within 1 kb upstream of their transcription start sites, key markers of pyloric metaplasia, including *Muc6*, *Spdef*, and *Cd44*, contained ARE motifs (Fig. 6D; Table 2).

**Figure 6:**
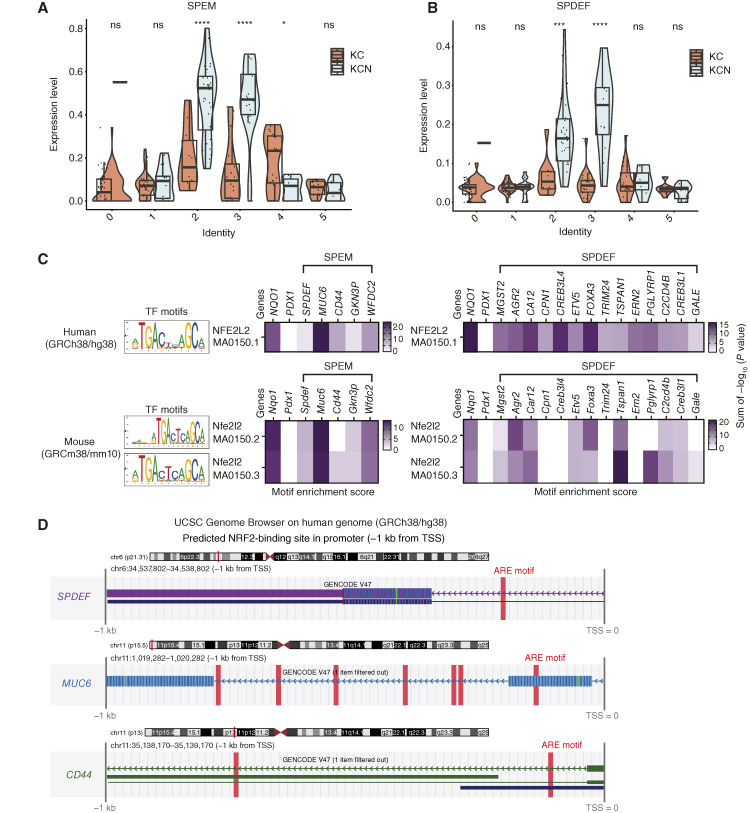
NRF2 loss promotes transcriptional activation of SPEM and SPDEF gene signatures. **A,** Violin plot of SPEM signature expression across ductal cell clusters. Error bars in this figure represent means ± SDs. A Student *t* test was conducted. ****, *P* < 0.0001; *, *P* = 0.017; ns, not significant. Unless otherwise noted, no significant differences were observed between the two groups. **B,** Violin plot of SPEDF signature expression across ductal cell clusters. Error bars in this figure represent means ± SDs. A Student *t* test was conducted. ***, *P* = 0.00013; ****, *P* < 0.0001; ns, not significant. Unless otherwise noted, no significant differences were observed between the two groups. **C,** Transcription factor motif analysis for NRF2 (NFE2L2) binding (MA0150.1) in human *NQO1*, *PDX1*, SPEM and SPDEF gene signatures (top) and for *Nfe2l2* (MA0150.2 and MA0150.3) in mouse *Nqo1*, *Pdx1*, SPEM and SPDEF signatures (bottom) using Find Individual Motif Occurrences. Motif enrichment scores represent the sum of −log_10_ (*P* values) for predicted binding sites. **D,** UCSC Genome Browser tracks displaying predicted ARE motifs in the promoters of SPDEF, MUC6, and CD44 [−1 kb from their transcription start sites (TSS)]. Predicted binding sequences, locations, and *P* values for ARE motifs in the promoters of genes analyzed in **C** and **D** are provided in Table 2.

**Table 2:** Predicted NRF2-binding motifs identified using Find Individual Motif Occurrences analysis

h MA0150.1									
Motif ID	Alt ID	Sequence name	Strand	Start	End	*P* value	−Log_10_ (*P* value)	*q* value	Matched sequence
MA0150.1	NFE2L2	AGR2	+	−87	−77	0.00012	3.920818754	0.692	ctgagttagca
MA0150.1	NFE2L2	AGR2	+	−21	−11	0.000552	3.258060922	0.692	gagactcagct
MA0150.1	NFE2L2	AGR2	+	−624	−614	0.000803	3.095284455	0.715	atggcaaggca
MA0150.1	NFE2L2	C2CD4B	−	−789	−779	0.000237	3.625251654	0.692	GTTAGAAAGCA
MA0150.1	NFE2L2	C2CD4B	+	−45	−35	0.000376	3.424812155	0.692	gggactcagcc
MA0150.1	NFE2L2	CA12	+	−949	−939	0.000575	3.240332155	0.692	atgccactgca
MA0150.1	NFE2L2	CA12	+	−357	−347	0.000667	3.175874166	0.692	ctgtctaagca
MA0150.1	NFE2L2	CA12	+	−309	−299	0.000676	3.170053304	0.692	gtgacagacca
MA0150.1	NFE2L2	CA12	−	−201	−191	0.000971	3.01278077	0.724	CTGACCCAGGA
MA0150.1	NFE2L2	CD44	−	−115	−105	1.16E-06	5.935542011	0.0237	GTGACTAAGCA
MA0150.1	NFE2L2	CD44	+	−746	−736	0.000485	3.314258261	0.692	ATGAATGAGCA
MA0150.1	NFE2L2	CPN1	−	−742	−732	0.000425	3.37161107	0.692	ATGATCATGCC
MA0150.1	NFE2L2	CPN1	+	−467	−457	0.000635	3.197226275	0.692	atgacactgaa
MA0150.1	NFE2L2	CREB3L1	−	−660	−650	0.000248	3.605548319	0.692	GTGATCCGGCC
MA0150.1	NFE2L2	CREB3L1	−	−285	−275	0.0008	3.096910013	0.715	ATGAGGGAGCT
MA0150.1	NFE2L2	CREB3L4	−	−934	−924	0.000292	3.534617149	0.692	ATGAGGAGGCA
MA0150.1	NFE2L2	CREB3L4	−	−546	−536	0.000421	3.375717904	0.692	GTGACTCGGAA
MA0150.1	NFE2L2	CREB3L4	+	−723	−713	0.000465	3.332547047	0.692	gtgaatgagca
MA0150.1	NFE2L2	CREB3L4	+	−79	−69	0.000579	3.237321436	0.692	aggactcagct
MA0150.1	NFE2L2	ERN2	+	−238	−228	0.000822	3.085128182	0.715	atgaaccggca
MA0150.1	NFE2L2	ERN2	−	−659	−649	0.000939	3.027334408	0.724	GTGCCATTGCA
MA0150.1	NFE2L2	ERN2	+	−780	−770	0.000939	3.027334408	0.724	gtgccattgca
MA0150.1	NFE2L2	ETV5	+	−362	−352	5.72E-05	4.242603971	0.692	ctgactcagct
MA0150.1	NFE2L2	ETV5	+	−966	−956	0.000198	3.70333481	0.692	ctgagtctgca
MA0150.1	NFE2L2	FOXA3	−	−936	−926	0.000157	3.804100348	0.692	GGGACTCAGCA
MA0150.1	NFE2L2	FOXA3	+	−277	−267	0.000222	3.653647026	0.692	atgatgaagcc
MA0150.1	NFE2L2	FOXA3	−	−188	−178	0.000513	3.289882635	0.692	GTGATTCAGGA
MA0150.1	NFE2L2	FOXA3	−	−199	−189	0.000766	3.11577123	0.715	GTGAGGGAGCT
MA0150.1	NFE2L2	GALE	−	−952	−942	0.000268	3.571865206	0.692	CTGAGTAAGCC
MA0150.1	NFE2L2	GKN3P	−	−113	−103	0.000258	3.588380294	0.692	ATGATAAGGCG
MA0150.1	NFE2L2	MGST2	+	−427	−417	0.000676	3.170053304	0.692	gtgacagatca
MA0150.1	NFE2L2	MGST2	+	−457	−447	0.000814	3.089375595	0.715	atgatcgtgcc
MA0150.1	NFE2L2	MGST2	−	−895	−885	0.000918	3.037157319	0.724	GTAACATGGCA
MA0150.1	NFE2L2	MUC6	+	−142	−132	0.000115	3.93930216	0.692	CTGATAAAGCA
MA0150.1	NFE2L2	MUC6	−	−404	−394	0.000138	3.860120914	0.692	CTGACCCAGCT
MA0150.1	NFE2L2	MUC6	+	−293	−283	0.000246	3.609064893	0.692	TTGACCCAGCA
MA0150.1	NFE2L2	MUC6	+	−781	−771	0.000336	3.473660723	0.692	ATGCCCCAGCA
MA0150.1	NFE2L2	MUC6	−	−660	−650	0.000421	3.375717904	0.692	GTGTCTCTGCA
MA0150.1	NFE2L2	MUC6	+	−307	−297	0.00047	3.327902142	0.692	CTGACAGTGCC
MA0150.1	NFE2L2	MUC6	−	−544	−534	0.000838	3.076755981	0.715	ATCACCCAGCG
MA0150.1	NFE2L2	NQO1	+	−456	−446	2.05E-07	6.688246139	0.00839	GTGACTCAGCA
MA0150.1	NFE2L2	NQO1	−	−120	−110	0.00054	3.26760624	0.692	CTGAGGCTGCA
MA0150.1	NFE2L2	NQO1	−	−957	−947	0.00055	3.259637311	0.692	GTGCCACTGCA
MA0150.1	NFE2L2	NQO1	−	−593	−583	0.000575	3.240332155	0.692	ATGCCACTGCA
MA0150.1	NFE2L2	PGLYRP1	+	−532	−522	0.000376	3.424812155	0.692	gtgtctcagcc
MA0150.1	NFE2L2	PGLYRP1	+	−172	−162	0.000826	3.083019953	0.715	gtgacccagac
MA0150.1	NFE2L2	PGLYRP1	−	−103	−93	0.00089	3.050609993	0.724	CTGGCCCAGCA
MA0150.1	NFE2L2	SPDEF	+	−208	−198	0.000631	3.199970641	0.692	GTGGCTATGCA
MA0150.1	NFE2L2	TRIM24	−	−785	−775	0.0008	3.096910013	0.715	ATCATTAAGCA
MA0150.1	NFE2L2	TRIM24	−	−263	−253	0.000971	3.01278077	0.724	CTGATTGGGCC
MA0150.1	NFE2L2	TSPAN1	−	−729	−719	0.000639	3.194499142	0.692	CTGACACACCA
MA0150.1	NFE2L2	TSPAN1	−	−859	−849	0.000855	3.068033885	0.715	ATGACACAGTT
MA0150.1	NFE2L2	WFDC2	−	−426	−416	0.000264	3.578396073	0.692	ATGAGAGGGCA
MA0150.1	NFE2L2	WFDC2	−	−629	−619	0.000361	3.442492798	0.692	CTGACTGTGCC
MA0150.1	NFE2L2	WFDC2	−	−712	−702	0.000366	3.436518915	0.692	ATGACAAAGGA

m MA0150.2							
Sequence name	Strand	Start	End	*P* value	−Log_10_ (*P* value)	*q* value	Matched sequence
Agr2	+	−90	−76	0.000233	3.632644	0.881	gcttctgagttagca
Agr2	−	−465	−451	0.000776	3.110138	1	TACAGTTATACAGCT
Agr2	+	−485	−471	0.000822	3.085128	1	tcttgtgatcgagca
Agr2	+	−439	−425	0.00087	3.060481	1	aactgtgaatcatcc
Agr2	+	−931	−917	9.92E−04	3.003488	1	tataatgatataaca
C2cd4b	+	−371	−357	0.000449	3.347754	0.957	gcttatgagtcaggt
C2cd4b	−	−739	−725	0.000642	3.192465	1	ATGAATGACTTGGGG
Car12	+	−240	−226	0.0003	3.522879	0.881	ggcagtgacagacca
Car12	+	−506	−492	0.000471	3.326979	0.957	tcctgtgaatttgca
Car12	−	−344	−330	0.000879	3.056011	1	GTGAATTACACATCA
Cd44	−	−158	−144	3.51E−04	3.454693	0.881	GAGAATGACTGAGTT
Creb3l1	+	−183	−169	0.000747	3.126679	1	agagctgagccagcc
Creb3l1	−	−306	−292	0.000943	3.025488	1	AGGACTGACTAGGAA
Etv5	+	−252	−238	4.80E−05	4.318759	0.445	ttcactgactcagct
Etv5	−	−435	−421	6.84E−04	3.164944	1	CTCGCTGACCCTGCC
Foxa3	+	−885	−871	3.10E−05	4.508638	0.428	cgccgtgacacggcg
Foxa3	+	−512	−498	0.000291	3.536107	0.881	gaccctgactctgta
Foxa3	−	−374	−360	0.000661	3.179799	1	GAGGTTGACAGAGCT
Foxa3	−	−620	−606	0.000729	3.137272	1	CAACGTTAGCCAGCC
Gkn3p	−	−158	−144	0.000351	3.454693	0.881	GAGAATGACTGAGTT
Mgst2	−	−55	−41	8.03E−04	3.095284	1	AGAGTTGAGTCAACA
Muc6	+	−402	−388	0.000191	3.718967	0.881	cacagtgatctggca
Muc6	+	−497	−483	0.000286	3.543634	0.881	ctggattacctagca
Muc6	+	−237	−223	0.000288	3.540608	0.881	agcactgataaagca
Muc6	−	−741	−727	0.000315	3.501689	0.881	TGGGCTGAGTGAGCT
Nqo1	+	−440	−426	1.36E−06	5.866461	0.0562	cacagtgagtcggca
Nqo1	−	−448	−434	0.000369	3.432974	0.881	CACTGTGACTCTAGA
Nqo1	+	−364	−350	0.000607	3.216811	1	acggctgagtgagga
Pglyrp1	−	−388	−374	3.17E−04	3.498941	0.881	TAGGATGACTTTGAA
Pglyrp1	+	−178	−164	0.000383	3.416801	0.881	cctgatgagagagcc
Pglyrp1	−	−652	−638	0.000496	3.304518	0.957	GTGTCTGAATCAGCC
Pglyrp1	−	−134	−120	9.47E−04	3.02365	1	GGCCGTGATGGAGCC
Spdef	+	−696	−682	1.93E−05	4.714443	0.399	ccccgtgattcagct
Tspan1	+	−360	−346	0.000509	3.293282	0.957	ccccgtgactgagtt
Tspan1	+	−217	−203	0.000718	3.143876	1	gctcctgacactgct
Tspan1	+	−644	−630	0.000762	3.118045	1	ggttgtgagccacca
Tspan1	+	−453	−439	0.000762	3.118045	1	ggttgtgagccacca
Wfdc2	−	−658	−644	6.06E−05	4.217527	0.445	GGTGGTGACTATGCA
Wfdc2	−	−765	−751	6.45E−05	4.19044	0.445	CACCATGACTAAGGC

m MA0150.3									
Motif ID	Alt ID	Sequence name	Strand	Start	End	*P* value	−Log_10_ (*P* value)	*q* value	Matched sequence
MA0150.3	Nfe2l2	Agr2	+	−86	−76	6.34E−05	4.19791074	0.527	ctgagttagca
MA0150.3	Nfe2l2	Agr2	+	−481	−471	0.000271	3.56703071	0.885	gtgatcgagca
MA0150.3	Nfe2l2	Agr2	+	−927	−917	0.000889	3.05109824	0.919	atgatataaca
MA0150.3	Nfe2l2	C2cd4b	+	−367	−357	0.000143	3.84466396	0.851	atgagtcaggt
MA0150.3	Nfe2l2	C2cd4b	−	−739	−729	0.000605	3.21824463	0.919	ATGACTTGGGG
MA0150.3	Nfe2l2	C2cd4b	+	−608	−598	0.000859	3.06600684	0.919	ctgacccggga
MA0150.3	Nfe2l2	Car12	+	−502	−492	0.000266	3.57511836	0.885	gtgaatttgca
MA0150.3	Nfe2l2	Car12	+	−236	−226	0.000343	3.46470588	0.885	gtgacagacca
MA0150.3	Nfe2l2	Car12	−	−344	−334	0.000746	3.12726117	0.919	ATTACACATCA
MA0150.3	Nfe2l2	Car12	+	−189	−179	0.000988	3.00524306	0.956	ctgactttcca
MA0150.3	Nfe2l2	Cd44	−	−158	−148	0.000624	3.20481541	0.919	ATGACTGAGTT
MA0150.3	Nfe2l2	Creb3l1	+	−965	−955	0.000525	3.2798407	0.919	ctgagtctgga
MA0150.3	Nfe2l2	Creb3l1	+	−179	−169	0.000597	3.22402567	0.919	ctgagccagcc
MA0150.3	Nfe2l2	Etv5	+	−248	−238	2.84E−05	4.54668166	0.398	ctgactcagct
MA0150.3	Nfe2l2	Etv5	−	−435	−425	0.000886	3.05256628	0.919	CTGACCCTGCC
MA0150.3	Nfe2l2	Foxa3	+	−881	−871	9.89E−05	4.00480371	0.685	gtgacacggcg
MA0150.3	Nfe2l2	Foxa3	+	−508	−498	0.000595	3.22548303	0.919	ctgactctgta
MA0150.3	Nfe2l2	Gale	+	−821	−811	0.000775	3.1106983	0.919	gtgagataaca
MA0150.3	Nfe2l2	Gkn3p	−	−158	−148	0.000624	3.20481541	0.919	ATGACTGAGTT
MA0150.3	Nfe2l2	Mgst2	−	−55	−45	0.000644	3.19111413	0.919	TTGAGTCAACA
MA0150.3	Nfe2l2	Mgst2	−	−914	−904	0.000906	3.0428718	0.919	GTGATGATGCA
MA0150.3	Nfe2l2	Muc6	−	−741	−731	0.00034	3.46852108	0.885	CTGAGTGAGCT
MA0150.3	Nfe2l2	Muc6	+	−233	−223	0.000375	3.42596873	0.885	ctgataaagca
MA0150.3	Nfe2l2	Muc6	+	−493	−483	0.000404	3.39361863	0.885	attacctagca
MA0150.3	Nfe2l2	Muc6	+	−398	−388	0.000588	3.23062267	0.919	gtgatctggca
MA0150.3	Nfe2l2	Nqo1	+	−436	−426	8.36E−06	5.07779372	0.347	gtgagtcggca
MA0150.3	Nfe2l2	Nqo1	+	−360	−350	0.000562	3.25026368	0.919	ctgagtgagga
MA0150.3	Nfe2l2	Nqo1	−	−448	−438	0.000829	3.08144547	0.919	GTGACTCTAGA
MA0150.3	Nfe2l2	Pglyrp1	+	−174	−164	0.000286	3.54363397	0.885	atgagagagcc
MA0150.3	Nfe2l2	Pglyrp1	−	−652	−642	0.000316	3.50031292	0.885	CTGAATCAGCC
MA0150.3	Nfe2l2	Pglyrp1	−	−388	−378	0.000496	3.30451832	0.919	ATGACTTTGAA
MA0150.3	Nfe2l2	Pglyrp1	+	−837	−827	0.000829	3.08144547	0.919	gtgacacatga
MA0150.3	Nfe2l2	Pglyrp1	−	−911	−901	0.000963	3.01637371	0.954	GTGACACTGGG
MA0150.3	Nfe2l2	Spdef	+	−692	−682	3.83E−05	4.41680123	0.398	gtgattcagct
MA0150.3	Nfe2l2	Tspan1	+	−640	−630	0.000395	3.4034029	0.885	gtgagccacca
MA0150.3	Nfe2l2	Tspan1	+	−449	−439	0.000395	3.4034029	0.885	gtgagccacca
MA0150.3	Nfe2l2	Tspan1	+	−213	−203	0.000404	3.39361863	0.885	ctgacactgct
MA0150.3	Nfe2l2	Tspan1	−	−567	−557	0.000713	3.14691047	0.919	GTGAGATGGCT
MA0150.3	Nfe2l2	Tspan1	−	−376	−366	0.000713	3.14691047	0.919	GTGAGATGGCT
MA0150.3	Nfe2l2	Tspan1	+	−747	−737	0.000856	3.06752624	0.919	gtgactgagtt
MA0150.3	Nfe2l2	Tspan1	+	−356	−346	0.000856	3.06752624	0.919	gtgactgagtt
MA0150.3	Nfe2l2	Wfdc2	−	−658	−648	2.99E−05	4.52432881	0.398	GTGACTATGCA
MA0150.3	Nfe2l2	Wfdc2	−	−765	−755	0.000282	3.54975089	0.885	ATGACTAAGGC

The table lists occurrences of the NRF2-binding motif (MA0150.1) within the promoters of genes in the human genome (GRCh38/hg38) and NRF2-binding motif (MA0150.2 and MA0150.3) within the promoters of genes in the mouse genome (GRCm38/mm10), filtered based on a *P*-value threshold of <0.001. Columns represent the following information: motif ID: identifier of the NRF2-binding motif. Alt ID: alternative ID for NRF2 (NFE2L2 or Nfe2l2). Sequence name: gene name associated with the identified motif. Strand: the DNA strand in which the motif was detected (+ for sense and − for antisense). Start/end: genomic coordinates indicating the position of the motif within the analyzed sequence. *P* value: statistical significance of the motif occurrence, representing the probability of a random sequence matching the motif with an equal or better score. *q* value: FDR-adjusted significance level for motif occurrences. Matched sequence: the specific nucleotide sequence matching the NRF2-binding motif at the given position.

Although further studies are needed to establish a direct functional relationship, these findings suggest that NRF2 loss enhances SPDEF and SPEM signatures in IPMN-like lesions, potentially promoting their development through a redox-independent regulatory mechanism. Given the emerging role of SPDEF in shaping an indolent, pyloric-like phenotype in IPMN, the NRF2–SPDEF axis may represent a key molecular distinction between PanIN and IPMN. Future investigations will be essential to determine whether NRF2 directly represses SPDEF activity and the influence of this regulatory network on lineage specification in pancreatic tumorigenesis.

## Discussion

Our study establishes a previously unrecognized role for NRF2 in suppressing IPMN formation distinct from its well-characterized tumor-promoting role in PanIN and PDA. Using a conditional knockout model, we observed that NRF2 deletion in KRAS-mutant pancreatic epithelium led to a marked increase in IPMN-like lesions despite suppressing PanIN formation. This dual role of NRF2 suggests that its function in pancreatic tumorigenesis is highly dependent on the context, potentially influencing lineage specification between PanIN and IPMN precursors.

IPMN is histologically distinct from PanIN, characterized by a mucinous epithelium that often resembles gastric or intestinal differentiation. Although NRF2 is known to promote tumor progression in pancreatic cancer (14, 15), it has also been implicated in tumor suppression in certain gastrointestinal malignancies, including chemically induced gastric (35) and colon (36) cancers. Our findings support a similar paradigm in pancreatic neoplasia, in which NRF2 deficiency influences pancreatic epithelial cell fate, favoring IPMN development through pathways associated with gastric differentiation. A recent study by DeBlasi and colleagues further highlighted the context-dependent role of NRF2, demonstrating that its requirement in lung tumorigenesis depends on the activation threshold of the pathway (37). Similarly, we observed a trend toward higher NRF2 expression in high-grade dysplastic IPMN compared with low-grade dysplastic IPMN, suggesting that the role of NRF2 in pancreatic precursor lesions may evolve with disease progression. Further studies are needed to delineate the contribution of NRF2 loss to early IPMN formation and the mechanisms driving its reactivation in malignant transformation.

The mechanism underlying NRF2 suppression of IPMN formation seems to be independent of its canonical role in redox homeostasis. Although NRF2 is widely recognized for its antioxidant functions (38), our findings showed that conventional approaches to alter intrapancreatic ROS levels did not affect IPMN incidence in KCN mice. Although future studies are required to examine whether the dose and duration of ROS perturbation might affect IPMN incidence, our current observation suggests that alternative NRF2-regulated pathways drive its tumor-suppressive function in IPMN. Supporting this, scRNA-seq analysis revealed that NRF2 loss led to significant enrichment of gene signatures associated with gastric SPEM- and SPDEF-driven transcriptional programs, implicating NRF2 in epithelial cell fate determination. SPDEF is a well-established transcription factor that regulates mucinous differentiation in the gastric and pulmonary epithelia (39, 40). Our motif analysis identified NRF2-binding AREs in key genes associated with SPEM- and SPDEF-driven pathways, including *Muc6*, *Spdef*, and *Cd44*, suggesting a direct role for NRF2 in modulating these transcriptional networks. Given that SPDEF has been linked to an indolent, pyloric-like phenotype in IPMN (12), our findings raise the possibility that NRF2 loss promotes IPMN formation by derepressing SPDEF activity, shifting pancreatic epithelial fate toward a mucinous differentiation program.

Beyond transcriptional regulation, NRF2 is a key modulator of metabolic reprogramming in cancer (38). IPMN, particularly those driven by *KRAS* and *GNAS* mutations, has been shown to rely on fatty acid oxidation (FAO) as a primary metabolic adaptation (41). As NRF2 has been reported to suppress FAO in other cancer contexts (42), its loss in pancreatic ductal cells may enable a FAO-driven metabolic shift that favors IPMN formation. Whether metabolic alterations contribute to NRF2-mediated lineage divergence between PanIN and IPMN remains an open question that warrants further investigation.

In summary, our study establishes NRF2 as a critical regulator of pancreatic precursor lesions, with distinct roles in PanIN and IPMN development. Unlike its pro-tumorigenic function in PanIN and PDA, NRF2 seems to suppress IPMN formation through redox-independent mechanisms, potentially by modulating transcriptional and metabolic programs associated with mucinous differentiation. Future studies will be needed to determine whether NRF2 directly represses SPDEF activity and to further explore the NRF2–SPDEF axis in pancreatic epithelial fate decisions. Understanding these mechanisms may provide new insights into the molecular divergence between PanIN and IPMN and identify potential vulnerabilities for early detection and targeted therapeutic strategies in pancreatic cancer.

## Supplementary Material

Figure S1 NRF2 and pNRF2 expression in IPMN

Figure S2 Histological spectrum of KC and KCN pancreata

Figure S3 Single-cell RNA sequencing analysis of KC and KCN pancreata

# Supplementary material for: Dual Role of NRF2 in Pancreatic Precursor Lesions
**Source:** Cancer Res Commun. 2025 Jun 11;5(6):945–59. doi: 10.1158/2767-9764.CRC-25-0107
**Supplement:** Figure S1 — NRF2 and pNRF2 expression in IPMN

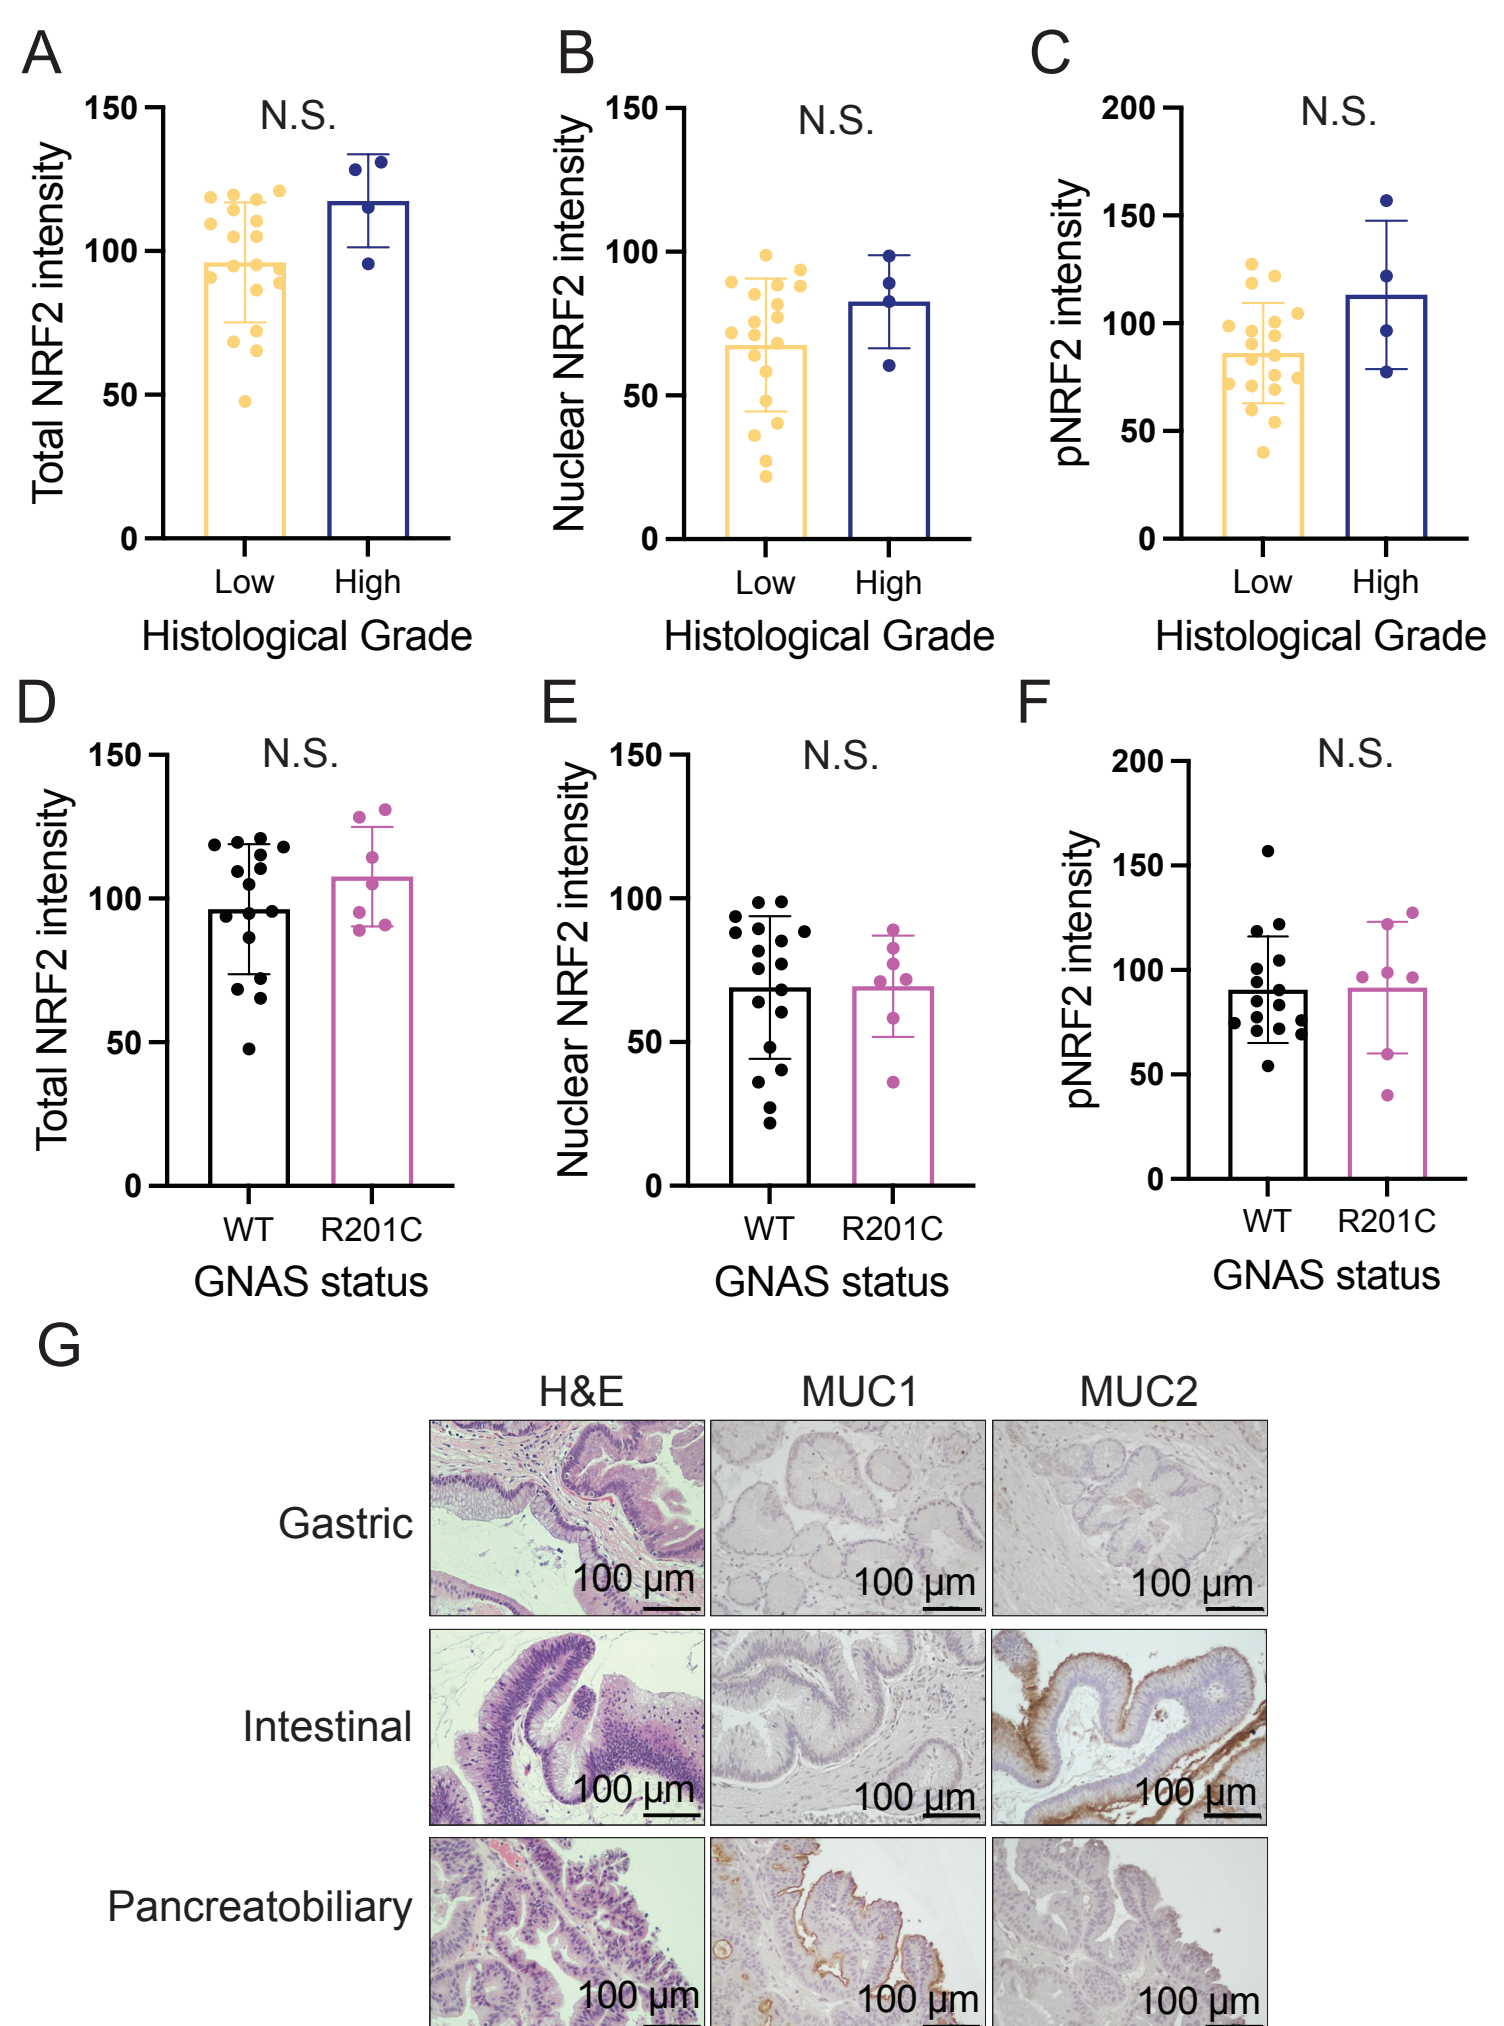

Supp Figure 1

Supplementary Figure. 1. NRF2 and pNRF2 expression in IPMN

A, B. Quantitative analysis of total (A) and nuclear (B) NRF2 intensity in LGD (n=19) and HGD (n=4) IPMN.

C. Quantitative analysis of pNRF2Ser40 intensity in LGD (n=19) and HGD (n=4) IPMN.

D, E. Quantitative analysis of total (D) and nuclear (E) NRF2 intensity in GNAS WT (n=7) and GNASR201C (n=16) specimens.

F. Quantitative analysis of pNRF2 intensity in Gnas wildtype (n=7) and GnasR201C (n=16) specimens.

G. Representative images of H&E, MUC1, and MUC2 immunohistochemical (IHC) staining of human IPMN specimens classified into different histology subtypes.

Error bars in this figure represent the means $\pm$ standard deviations. A Student's t-test was conducted. Unless stated otherwise, no significant differences were found between the two groups.

# Supplementary material for: Dual Role of NRF2 in Pancreatic Precursor Lesions
**Source:** Cancer Res Commun. 2025 Jun 11;5(6):945–59. doi: 10.1158/2767-9764.CRC-25-0107
**Supplement:** Figure S2 — Histological spectrum of KC and KCN pancreata

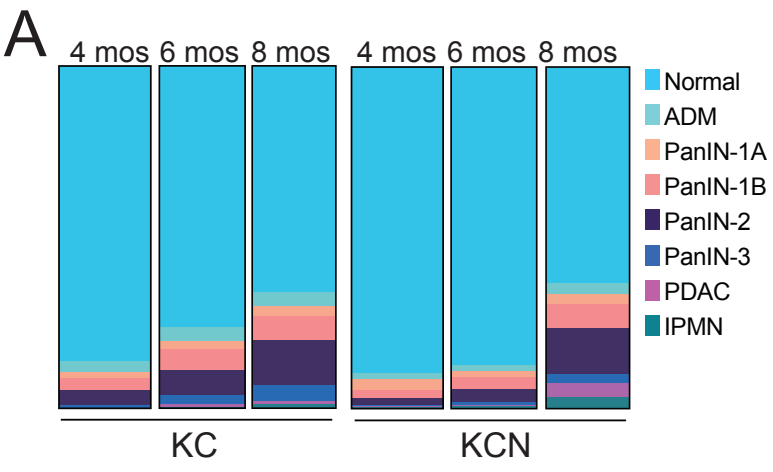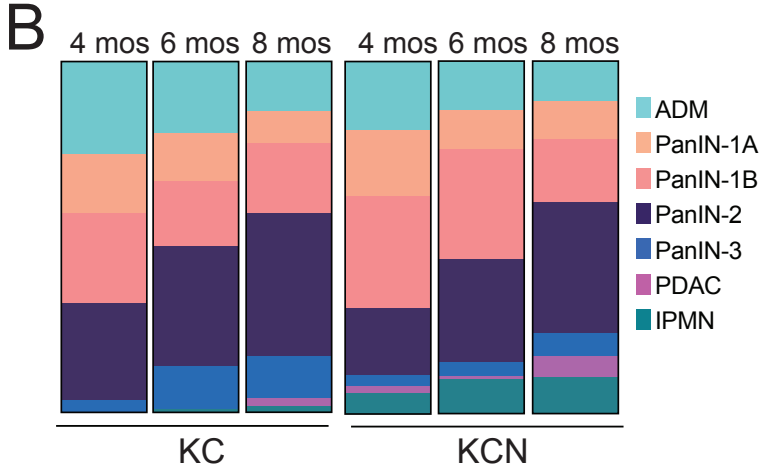

Supp Figure 2

Supplementary Figure. 2. Histological spectrum of KC and KCN pancreata

A, B. Percentage area of normal and neoplastic lesions calculated by dividing the area of normal tissue or neoplastic lesions by the total pancreatic area (A) or the total neoplastic areas (B). The cohorts included 25 KC and 15 KCN mice at 4 months, 23 KC and 11 KCN mice at 6 months, and 17 KC and 14 KCN mice at 8 months.

# Supplementary material for: Dual Role of NRF2 in Pancreatic Precursor Lesions
**Source:** Cancer Res Commun. 2025 Jun 11;5(6):945–59. doi: 10.1158/2767-9764.CRC-25-0107
**Supplement:** Figure S3 — Single-cell RNA sequencing analysis of KC and KCN pancreata

A

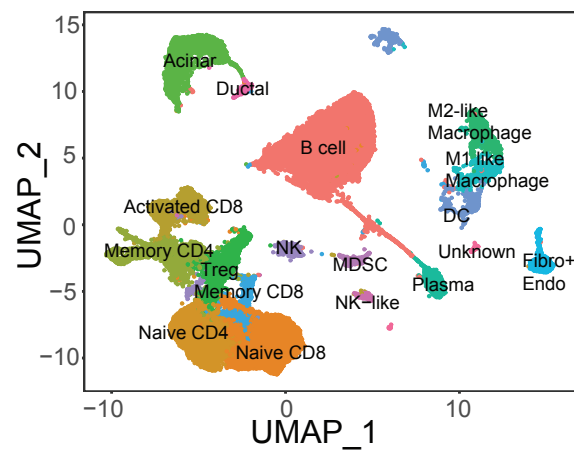

B

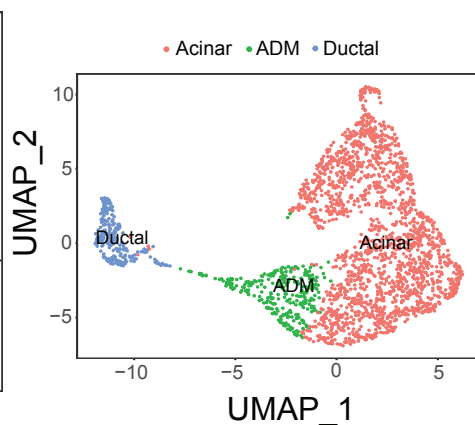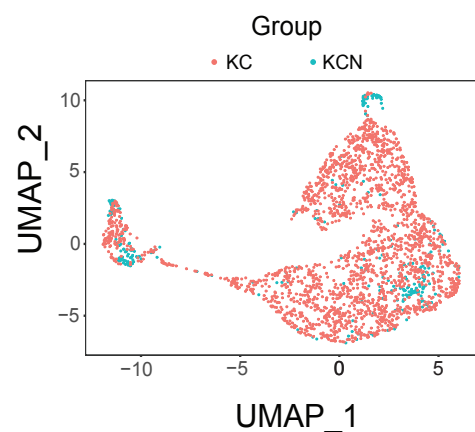

C

Krt19

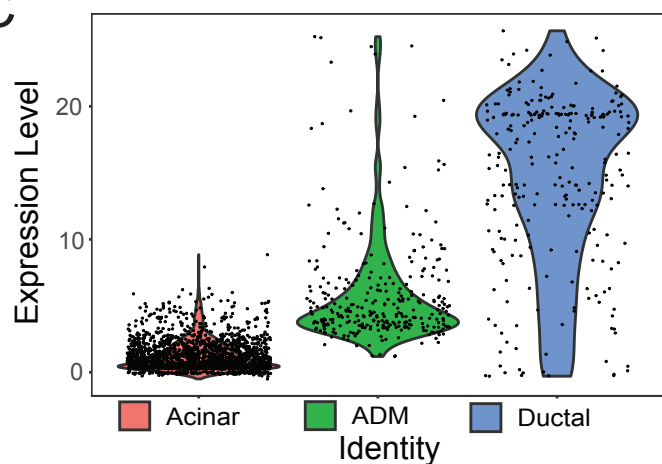

Cpa1

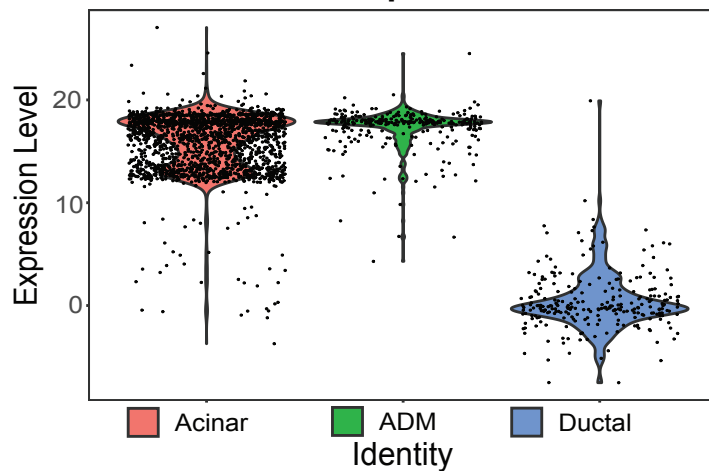

D

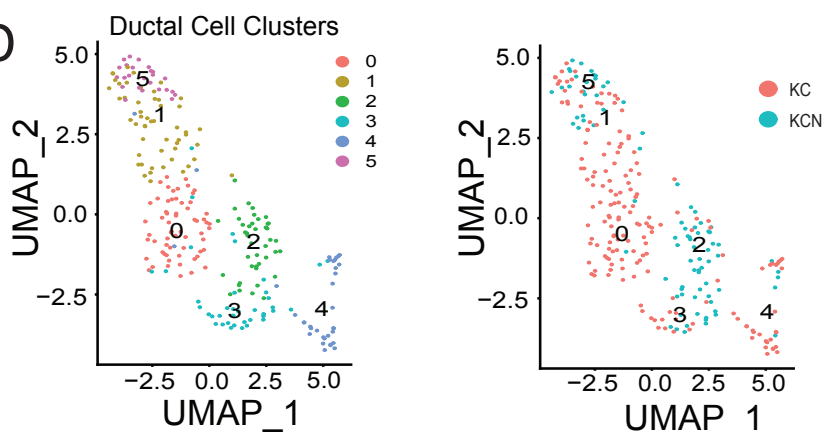

F

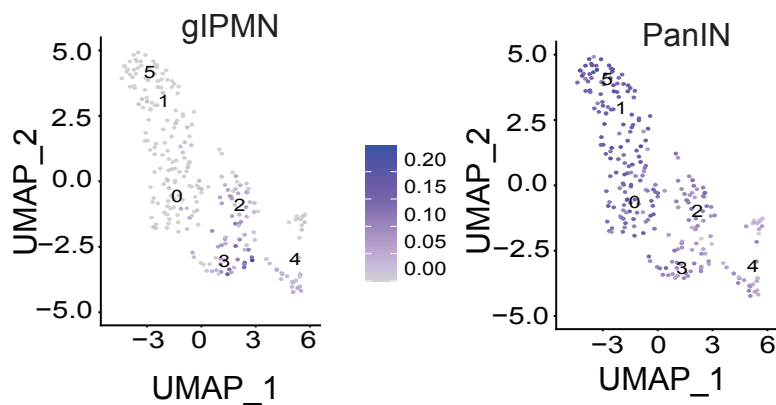

E

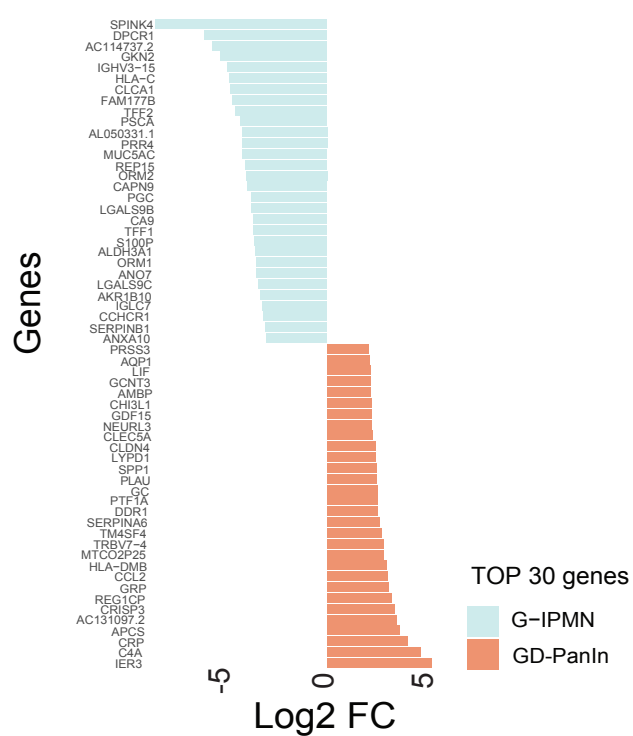

Supplementary Figure. 3. Single-cell RNA sequencing analysis of KC and KCN pancreata

A. UMAP plot of 37,438 cells following quality control, normalization, and the removal of doublets and contaminants. Cell types were identified by analyzing the expression of established marker genes.

B. UMAP plot of 2,414 pancreatic epithelial cell clusters (left) and UMAP plot distinguishing the same cell population by KC and KCN group (right). The pancreatic epithelial cell population was generated by merging the ductal and acinar cell populations identified in Fig S3A.

C. Violin plot of Krt19 (Left) and Cpa1 (Right) expression across epithelial cell clusters

D. UMAP plot of Krt19+ Cpa1- ductal cell clusters (left) and UMAP plot distinguishing the same cell population by KC and KCNrf2flox group (right).

E. Top 30 differentially expressed genes (DEGs) from a public dataset (GSE210351) comparing human gastric IPMN and low-grade PanIN (LDG-PanIN).

F. UMAP plot of ductal cell clusters plotting the expression of gastric IPMN (gIPMN) and PanIN signatures.

How the deposited data were processed for this re-analysis (not part of the article)

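The data are 4 droplet libraries of single cells from the pancreata of 8-month-old mice, 2 labelled KC and 2 labelled KCN, each from a different mouse. The authors dissociated the tissue, sorted viable cells on DAPI, prepared 3′ libraries and aligned the reads to mm39 with Cell Ranger 5.0.0, and the submitters' processing notes name the same version and build together with R 4.3.3 and Seurat 5.0.3. For each library a table was used that bears the column names of Cell Ranger's comparison of clusters. Its first kind of column is the authors' mean count per cell of a cluster, a signal scaled so that every cluster of a library has the same total, the median UMIs per cell. The second is the log2 fold change of the cluster against all other cells of the library, as deposited by the authors. The third is the p-value of that comparison, adjusted by the authors, with cells as replicates. The tables precede the Seurat steps of the paper, namely the filters on cells, the removal of doublets and contaminants, the merging of libraries, SCTransform and the clustering of ductal cells, none of which could be repeated. Doublets were therefore not removed here, and the cluster numbers are those of each library and not the paper's. The libraries labelled KC listed 20471 and 21039 genes and those labelled KCN 21543 and 21439, and a gene missing from a library was taken as 0.

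Within each column every value was divided by the smallest value above 0. The results were whole numbers within 1e-06 for 100% of the values, and were taken as UMIs. The step of 1 NK cell-like cluster of KC replicate 1 lies too near a power of 10 to tell it from rounding, and this cluster, which is in the NK cell-like share and in the total of its library, entered no fit of genes. The recovered UMIs give the depths stated with the data, from 51540832 to 96032552 per library.

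Clusters were named from 17 sets of marker genes. A name needed at least 3 markers called higher in the authors' deposited table (log2 fold above 0, adjusted p under 0.05), and the class with the largest share of its markers called higher gave the name. Where 75% or more of the markers of another, unrelated class were also higher, the cluster took the name of the class with most markers among its 10 leading genes by fold, and stayed unnamed where no single class led. This gave their names to the acinar-like clusters of the libraries labelled KC, in which all plasma cell markers were higher too, and to a mast cell or basophil-like, an erythroid-like and a fibroblast-like cluster of the libraries labelled KCN. A cluster with more markers of another class among its 10 leading genes than of its own stayed unnamed. The exact scoring was set after the tables were seen, the markers before. No cluster was named ductal-like, so that the comparison planned for ductal-like clusters was made by number between the clusters of the 4 libraries with most Krt19 UMIs. Macrophage-like, fibroblast-like and endothelial-like clusters were missing from too many libraries for a test.

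UMIs were summed over the clusters of a class within a library and divided by their total (CPM). Genes with at least 20 CPM in at least 2 libraries were tested on log2(CPM + 5), which understates changes of low genes, as KCN minus KC with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. In acinar-like clusters 1236 of 1606 genes passed, in T cell-like clusters 1588 of 4132, in B cell-like clusters 405 of 4538 and in Krt19 clusters 0 of 5365. On the recovered UMIs, edgeR 4.0.16 (quasi-likelihood test) called 1264, 1582, 399 and 0. The 8 gene lists (SPEM and SPDEF genes of Table 2, gastric mucous cells, NRF2 targets, fatty acid oxidation, Gs and cAMP pathway, inflammation and interferon, dissociation stress, acinar enzymes found as free RNA) were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, adjusted over lists and classes. The first 5 concern the paper's claims, and the human IPMN and PanIN signatures, whose genes appear only in a picture, were not analysed here. In Krt19 clusters UMIs were also divided by the UMIs of 14 ductal markers (log2 of the value per 1000 marker UMIs + 0.5, genes with at least 1 per 1000), of Epcam or of Krt19. Tables were prepared in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Intervals are exact at 95% and, like the floor of 3 UMIs used where a group had none, cover counting error only.

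The test was tried on simulated counts drawn from the means and depths of these libraries, with 200 genes changed by 4-fold. All genes of a class had the same spread, the common value that edgeR estimated, so that differences in spread between genes were not simulated. In acinar-like clusters limma recovered 200 of them with 40 false calls among 1342 genes, in B cell-like clusters 200 with 15 among 4430, in T cell-like clusters 200 with 18 among 4033, and in Krt19 clusters 15 with 2 among 5593. With 2 libraries against 2, no exact permutation test can go below 0.333.

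The named genes were chosen by a rule written before the data were examined: every mouse gene the paper names, the 10 highest and 10 lowest differences in acinar-like and ductal-like clusters and the 5 highest and 5 lowest in other classes among genes whose libraries do not overlap, the 10 leading genes by fold of each ductal-like cluster, and the 4 members of each list with the largest difference, together with all SPEM and SPDEF genes. Its parts for ductal-like clusters were applied to the Krt19 clusters once no cluster was ductal-like, that is after the data were seen. Of the genes the paper names, Muc2 had 0 UMIs in all Krt19 clusters, the antioxidant enzyme Nqo1 had 8 and 1 in those labelled KC and 2 and 1 in those labelled KCN, the pancreatic transcription factor Pdx1 had 11, 24, 24 and 25, and the mucin Muc1 272, 519, 146 and 198.

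Alternatives were a pseudocount of 1 or 20, no filter, quantile normalization, equal weights for clusters, 1 cluster per library, the replicate number as a block, edgeR, and each library left out in turn. Added after the data were seen were the comparisons by number, the 3 scalings of the Krt19 clusters, and totals without immunoglobulin, plasma cell, hemoglobin, acinar or sex-linked genes. Gene coordinates are not given, because the tables were made on mm39 and the annotation at hand is of GRCm38, from which only the exon order of Nfe2l2 was taken. Genes are named as in the deposited tables, and close copies, such as the trypsin genes, Hspa1a and Hspa1b or the immunoglobulin genes, can share UMIs and are uncertain singly.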

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

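All tests of explanations in this part were chosen after the results were seen.

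Acinar enzyme genes were present in T and B cell-like clusters, a signal the paper does not discuss, though it uses the acinar gene Cpa1 as a marker. In the libraries labelled KCN, 20 acinar enzyme genes gave at least 0.944% of the UMIs of T cell-like clusters and at least 1.03% of those of B cell-like clusters, against at most 0.0308% and 0.0382% in the libraries labelled KC. Over whole libraries these genes gave 2.61% and 3.06% of the UMIs in those labelled KC and 22.4% and 24.3% in those labelled KCN. Free acinar RNA, caught in the droplets of other cells, may account for this, since the genes kept in T and B cells the ratios they have in acinar-like clusters, with a median absolute log2 deviation of at most 0.221 over the 4 comparisons. Acinar cells caught together with T cells cannot be told apart from it, as the acinar share differed by 3.03 times between T cell-like clusters of a library, neither even nor confined to some clusters. That pancreata labelled KCN keep more acinar tissue stays open as well and was not tested.

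With acinar genes left out, 62 genes were higher in the libraries labelled KCN in both T and B cell-like clusters, again in genes the paper does not discuss. Of 3710 genes tested in both classes, 90 were higher in both, 28 of them acinar, where independent lists would share 18.5, and 197 were lower in both, where they would share 47.1. The classes come from the same 4 libraries and so are not independent, and the 135 higher calls in B cells fall to 11 and 8 without KCN replicate 1 or 2 and to 30 with 1 cluster per library (270 lower calls to 17, 10 and 5). Among the genes higher in both, acinar genes left out, those with the largest change, chosen after their values were seen, were the calcium-binding S100a4 (log2 difference 2.42 in T cells and 2.40 in B cells) and S100a6 (2.11 and 3.00), Gm47283 (2.04 and 2.11), the galectin Lgals1 (1.52 and 1.29), Rbmxl1 (1.33 and 1.52), Lsm6 (0.96 and 1.19) and the intermediate filament Vim (0.94 and 1.38). Among those lower in both, the heat shock genes Hspa1a (−2.38 and −4.00) and Hspa1b (−2.45 and −3.91) fell most.

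The islet hormone Sst, which the paper does not discuss, was at 148 CPM or more in the Krt19 clusters labelled KCN and at 0 UMIs in those labelled KC. Clusters were built in each library on its own, and islet cells can fall elsewhere. The acinar-like cluster of KC replicate 2 had 8 islet markers higher, and the immunoglobulin-rich clusters labelled KCN had 7 and 5. Sst over whole libraries was not compared, so that more islet cells in a genotype are not shown.

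In CPM, 15 of 25 gastric mucous cell genes and 8 of 19 SPEM and SPDEF genes were higher in both Krt19 clusters labelled KC, 0 and 1 in both labelled KCN and the others overlapped. None passed the test over all genes, and the chance share of 0.333 for either split takes the genes as independent. The tables argue against less ductal RNA in the clusters labelled KCN, because the 14 ductal markers together were 1.93 times as high in the lowest library labelled KCN as in the highest labelled KC, with 9 higher in both labelled KCN, 0 in both labelled KC and 5, Krt19 among them, overlapping. Other clusters hold UMIs of these markers too, so that the sum is not of duct cells alone. The tables also argue against captured stomach corpus cells as the source in the preparations labelled KC. The abundant corpus genes Atp4a, Atp4b and Cblif had 29 UMIs in these libraries together beside 4137 and 7241 of Gkn3. Their ratio to Gkn3 was higher in the libraries labelled KCN (0.145 and 0.405), where Gkn3 was low. All these counts are near the floor, with Atp4b at 0 UMIs in every library, and corpus cells that were not captured would leave no trace of these genes. Antral tissue, which lacks these genes, stays open, and tissue from other parts of the gut was not tested. Exchanged labels cannot be told apart from a difference between genotypes. Nfe2l2 was at 237 CPM in the Krt19 cluster labelled KCN with the fewest immune and fibroblast UMIs, and no equally clean cluster labelled KC exists. In T, B and acinar-like clusters Nfe2l2 was lower in the libraries labelled KCN. The fall in lymphoid cells, outside the epithelium in which Pdx1-Cre acts, does not test the labels. Most genes tested in acinar-like clusters were lower too. Whether a transcript of the deleted allele is read is not known. PanIN lesions that express gastric genes in the KC mice stay open, as a biological explanation that was not tested.

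In acinar-like clusters 1134 genes were lower in the libraries labelled KCN and 102 higher, a balance that quantile normalization turned to 285 lower and 412 higher, and 508 and 375 were lower without KC replicate 1 or 2. Plasma cells within the acinar-like clusters labelled KC may account for this, since a mixture of the acinar-like profile of the libraries labelled KCN with that of their immunoglobulin-rich clusters, which have all plasma cell markers higher but stayed unnamed because islet genes (Ins1, Ins2) led them, set by the share of immunoglobulin UMIs, took the median log2 difference of 1110 lower genes from −1.40 and −1.49 to 0.034 and 0.020. The mixture needs a share of these clusters of 50.1% and 59.6%, and 90.8% and 98.3% of the genes came within 2-fold. It gave Nfe2l2 at 15.3 and 17.5 CPM where 49.5 and 40.7 were measured, so that it leaves part of the fall of Nfe2l2. Other leukocytes were not in the mixture. Ptprc was at 166 and 58.0 CPM in the acinar-like clusters labelled KC and at 120 and 88.4 CPM in the immunoglobulin-rich clusters. Whether the rest of the fall lies in acinar cells was not tested. No biological explanation was tested.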

How the results depend on the processing

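The comparisons of the Krt19 clusters, their scalings and the totals without sets of genes were chosen after the data were seen. Of 478 values of single genes with a test under an alternative other than leaving out a library, 461 stayed on their side of the threshold, 15 lost the threshold and 2 reversed. A reversal was counted only for genes that passed in the comparison as reported, so that genes that did not pass may have changed direction among the 461. Gnas in acinar-like clusters reversed to 0.41 with quantile normalization, and Cd44 in T cell-like clusters to −0.047 with 1 cluster per library (adjusted p = 0.839); its adjusted p in the comparison as reported was 0.0164. Of 166 with a library left out, 154 were the same, 11 lost the threshold and 1 gained it. In the Krt19 clusters, 52 of 85 values of single genes moved by more than the spread between replicates. With a library left out 0 of 24 did, but this outcome was fixed in advance and shows no stability. With 2 libraries per genotype, leaving 1 out cannot move the difference by more than that spread.

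With no filter, more genes are tested, and the count of genes went from 1236 to 4374 in acinar-like clusters. It went from 405 to 39 in B cell-like and from 1588 to 191 in T cell-like clusters, and the cause was not tested. The mean of the SPEM and SPDEF genes was −0.53 with no filter, over more members. Quantile normalization called 697 genes in acinar-like clusters, 412 higher and 285 lower in the libraries labelled KCN, and 1 cluster per library 35 in B cell-like clusters; the cause was not tested. The replicate block gave 748 genes in B cell-like clusters, 1170 in acinar-like, 1643 in T cell-like and 0 in Krt19 clusters, though the replicate numbers are not stated to pair the mice. A pseudocount of 20 took the mean of the SPEM and SPDEF genes to −1.06, as it shrinks differences of low genes.

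Scaled to ductal marker, Epcam and Krt19 UMIs, the median of all genes moved to −1.85, −1.53 and −0.86, which by construction lowers every gene in the clusters labelled KCN, and the count of genes was 158, 89 and 0. In the same order the means were −4.29, −4.17 and −3.96 for the gastric genes, −1.49, −1.09 and −0.38 for NRF2 targets, −1.71, −1.24 and −0.53 for fatty acid oxidation, −2.20, −1.86 and −1.02 for the Gs and cAMP pathway and −2.37, −1.89 and −1.12 for Gnas, and −2.58 and −2.26 for the SPEM and SPDEF genes on the ductal marker and Epcam scales. With the unnamed clusters that had Krt19 or Cpa1 higher, the epithelial share was 21.9% and 21.0% in the libraries labelled KC and 29.1% and 34.4% in those labelled KCN. In the authors' deposited table the SPEM and SPDEF genes called higher in the Krt19 cluster numbered 3 in KCN replicate 1 at the authors' adjusted p under 0.01, and 4, 4, 3 and 6 in the order KC replicates 1 and 2 and KCN replicates 1 and 2 with only genes with a mean of at least 0.1 UMI.

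With a library left out, the lone sample of a genotype is assumed to vary like the other genotype. The count of genes then ranged from 479 (without KC replicate 2) to 899 in acinar-like clusters, with 621 without KC replicate 1. It ranged from 18 (without KCN replicate 2) to 957 (without KC replicate 2) in B cell-like clusters, with 28 without KCN replicate 1 and 264 without KC replicate 1. In T cell-like clusters it ranged from 362 (without KCN replicate 1) to 1784, with 787 without KCN replicate 2 and 818 without KC replicate 1, and in Krt19 clusters from 0 to 1796 (without KCN replicate 1), with 15 without KCN replicate 2. List means ranged from −1.89 to −0.18 for SPEM and SPDEF genes, −3.32 to −1.28 for gastric genes, −0.026 to 0.75 for NRF2 targets, 0.24 to 0.65 for fatty acid oxidation and −0.21 to 0.10 for the Gs and cAMP pathway, and Gnas from −0.12 to 0.18; the lists also hold other members then, 5 to 7 SPEM and SPDEF genes, 7 to 9 gastric genes and 17 to 23 NRF2 targets. Tests and lists planned for ductal-like, macrophage-like, fibroblast-like and endothelial-like clusters were not run, since too few libraries had a cluster so named. In the Krt19 clusters 12 of the 19 SPEM and SPDEF genes were too low for a test.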

Differences from the paper's values

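The comparisons between Krt19 clusters in this part were chosen after the data were seen. The paper's tests took cells as replicates and its own ductal subclusters, whereas here the library is the replicate and a whole cluster with other cells in it is compared, so that a difference can also come from how the clusters were built.

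The paper has SPEM and SPDEF genes higher in the ductal subclusters that prevail in KCN pancreata. Here, of the 19 signature genes in its table of predicted NRF2 motifs, which would lack signature genes without a motif, 8 were higher in both Krt19 clusters labelled KC in CPM, 1 was higher in both labelled KCN and 10 overlapped. C2cd4b runs with the paper's direction in CPM, with a log2 difference of 2.03, and Wfdc2, Creb3l1, Creb3l4, Cpn1 and Etv5 were among the genes that the authors' deposited table has higher in the Krt19 cluster of KCN replicate 2 than in its other cells. Creb3l1 and Creb3l4, which the paper names as regulators beside SPDEF, had positive mean log2 differences and overlapped between genotypes. The same held for Foxa3, Trim24, Wfdc2, Cpn1 and Etv5. Of the markers of pyloric metaplasia that the paper singles out, Muc6 (−2.41) and Spdef (−0.39) were higher in the clusters labelled KC, and Cd44 (−0.20) overlapped between genotypes. No setting that was run gave a positive mean for this list, while its median went from −0.62 to 0.055 without KC replicate 2, over 5 genes.

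The paper has the gastric IPMN signature higher in KCN ductal cells. That signature was not analysed here, and in a textbook list of gastric mucous cell genes, 15 of 25 were higher in both clusters labelled KC, 0 in both labelled KCN and 10 overlapped. In acinar-like clusters 3 of 5 tested were higher in the libraries labelled KCN, Tff2 (1.35), Muc1 (1.16) and Dmbt1 (0.91), and 1 lower (mean 0.63; limma camera, adjusted p = 2.48e-05; adjusted p = 0.367 with an estimated correlation), and the mean was −0.21 over 22 genes with no filter and 0.20 without immunoglobulin and plasma cell genes in the totals, a step chosen after the data were seen. Other plasma cell RNA stayed in those totals, so that a rise of these gastric genes beyond dilution in the acinar-like clusters labelled KC is not shown. For Gnas the paper has no change, and here the log2 difference was 0.03.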

Other observations

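All comparisons of Krt19 clusters and the totals without sets of genes in this part were chosen after the data were seen.

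T cells respond to handling with heat shock and immediate early genes, and both kinds were among the genes lower in T cell-like clusters labelled KCN. Of 4132 genes tested in T cell-like clusters, 684 were higher and 904 lower in the libraries labelled KCN (2025 at an unadjusted p under 0.05 in limma), which became 50 and 312 without KCN replicate 1, 377 and 410 without KCN replicate 2, and 436 and 382 without KC replicate 1. The highest were the digestive enzyme genes Pnlip (log2 difference 5.50, adjusted p = 6.07e-32), Try4 (5.21), Cela1 (5.20), Clps (5.15) and Prss2 (5.07), with Cpa1 at 4.53, and the lowest the heat shock genes Hspa1b (−2.45) and Hspa1a (−2.38), the nuclear receptor Nr4a3 (−1.74), Lars2 (−1.63) and Gm42418 (−1.63). Of 17 dissociation stress genes tested, 11 were lower, led by Hspa1b, Hspa1a, Hsph1 (−1.24) and Nr4a1 (−1.08) (limma camera, adjusted p = 3.63e-07; adjusted p = 0.514 with an estimated correlation). Of 13 Gs and cAMP pathway genes, 9 were lower, led by the cAMP-responsive Crem (−1.18), Nr4a1, which the stress list also holds, Nr4a2 (−0.85) and the kinase Sik1 (−0.58) (adjusted p = 0.000803; 0.531 with an estimated correlation). Fatty acid oxidation had 6 of 12 higher, led by Etfb (0.61), Echs1 (0.43), Acaa2 (0.40) and Eci1 (0.38) (adjusted p = 0.0101; 0.592 with an estimated correlation). NRF2 targets had 3 of 10 higher, Tkt (0.50), Txn1 (0.39) and Taldo1 (0.37), and 1 lower, Nfe2l2 itself (adjusted p = 0.237; 0.672 with an estimated correlation), and inflammation and interferon genes 2 of 6 higher, Ccl5 (1.65) and Ccl4 (1.25), and 3 lower, with Isg15 (−1.23) and Irf7 (−0.89) the lowest (adjusted p = 0.985; 0.995 with an estimated correlation). Free acinar enzymes were higher in 19 of 19 (adjusted p = 6.09e-81; 0.367 with an estimated correlation), SPEM and SPDEF genes in 2 of 3, Pglyrp1 (0.45) and Cd44 (0.41, which 1 cluster per library reversed to −0.047) (adjusted p = 0.0755; 0.514 with an estimated correlation), and gastric genes in 2 of 2, Tff2 (3.10) and Dmbt1 (2.10). Tff2 and Dmbt1 were higher in the acinar-like clusters labelled KCN too, and whether they come here from free acinar RNA was not tested.

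In B cell-like clusters 135 genes were higher and 270 lower of 4538 (1591 at an unadjusted p under 0.05), and the calls numbered 28 and 18 without KCN replicate 1 or 2, 264 and 957 without KC replicate 1 or 2, and 35 with 1 cluster per library. The highest were Pnlip (5.50), Try4 (5.17), Cela1 (5.06), Cela3b (4.96) and Prss2 (4.94), with Cpa1 at 4.40, and the lowest the immunoglobulin gene Ighg2b (−4.04), Hspa1a (−4.00), Hspa1b (−3.91), Gm7324 (−2.34) and Gm42031 (−1.94); Cd44 did not pass (0.27, adjusted p = 0.334). Stress genes were lower in 7 and higher in 2 of 18, among them Hsph1 (−1.48) and Atf3 (1.69) (limma camera, adjusted p = 0.0836; 0.672 with an estimated correlation), and Gs and cAMP genes lower in 3 of 12, Crem (−0.87), Per1 (−0.56) and Nr4a1 (−0.49) (adjusted p = 0.0585; 0.514 with an estimated correlation). Fatty acid oxidation had 0 of 10 past the test, with Acaa2 (0.40) the largest (adjusted p = 0.0223; 0.535 with an estimated correlation), NRF2 targets 1 of 10, Nfe2l2 (adjusted p = 0.0704; 0.612 with an estimated correlation), inflammation 1 of 5 lower (adjusted p = 0.602; 0.672 with an estimated correlation), SPEM and SPDEF genes 0 of 3 (adjusted p = 0.725; 0.881 with an estimated correlation), the gastric gene Tff2 was higher (3.12), and so were free acinar enzymes in 19 of 19 (adjusted p = 3.37e-43; 0.367 with an estimated correlation). Whether T and B cells differ in these changes was not tested, nor whether Tff2 here comes from free acinar RNA. Without acinar genes in the totals, 1581 genes passed in T and 375 in B cell-like clusters, and without sex-linked genes too 1611 and 405; KC replicate 2 had Y-linked Ddx3y (5661 UMIs) and hardly any Xist (3), and the other libraries Xist (33264, 45663 and 42753) and no Ddx3y, so that sex differs within the libraries labelled KC.

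In acinar-like clusters the 10 highest genes in the libraries labelled KCN were Gal, a neuropeptide (2.07), Vtn (2.07), the enzymes and secretory genes Pnlip (1.82), Cela1 (1.76), Clps (1.57), Reg3a (1.55), Cuzd1 (1.54) and Zg16 (1.51), the hormone gene Hamp2 (1.73) and the water channel Aqp12 (1.48). The lowest were plasma cell genes, Ighg2c (−10.31), Igha (−9.34), Ighg1 (−9.14), Iglc1 (−9.11), Ighg2b (−8.50), Jchain (−8.12), Igkc (−7.94), Ighg3 (−7.71) and Iglv1 (−7.64), and the protease inhibitor Slpi (−9.53). Quantile normalization, which called 697 genes, had 412 higher and 285 lower and shared 442, of which 380 had the same direction. Without immunoglobulin and plasma cell genes in the totals 1844 passed, 52 higher and 1792 lower. The mean of the acinar enzymes was then 0.72 instead of 1.17 and that of the gastric genes 0.20 instead of 0.63. At least part of the higher values thus comes from dilution in the clusters labelled KC. Other plasma cell RNA stayed in these totals, and the mixture put the immunoglobulin-rich profile at 50.1% and 59.6% of these clusters. A rise beyond dilution is therefore not shown. Free acinar enzymes were higher in 19 of 20 (limma camera, adjusted p = 5.86e-32; 0.367 with an estimated correlation) and gastric genes higher in 3 of 5, Tff2 (1.35), Muc1 (1.16) and Dmbt1 (0.91), and lower in 1 (adjusted p = 2.48e-05; 0.367 with an estimated correlation), while with no filter their mean was −0.21 over 22 genes. Stress genes were lower in 13 and higher in 1 of 17, with Hspa1b (−3.57) and Jun (−2.52) among the lowest (adjusted p = 0.441; 0.612 with an estimated correlation), Gs and cAMP genes lower in 6 of 6, with Sik1 (−2.28) and Crem (−2.01) (adjusted p = 0.237; 0.576 with an estimated correlation), and inflammation genes in 5 of 5, with Nfkbia (−3.30), Cxcl10 (−3.04) and Stat1 (−2.66) (adjusted p = 0.173; 0.612 with an estimated correlation). Quantile normalization took the means from −1.57 to −0.39 for stress, from −1.55 to −0.24 for Gs and cAMP and from −2.41 to −0.99 for inflammation genes. NRF2 targets were lower in 3 of 6, Nfe2l2, Txn1 (−1.25) and Prdx1 (−0.93) (mean −1.00, and 0.07 with quantile normalization; adjusted p = 0.794; 0.904 with an estimated correlation), SPEM and SPDEF genes in 2 of 2, Cd44 (−2.62) and Agr2 (−0.92), and 1 fatty acid oxidation gene was tested and did not pass.

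In the Krt19 clusters, by number, none of the NRF2 targets or fatty acid oxidation genes passed. NRF2 targets (24 tested, mean 0.69, median 0.24) were led by Ces1d (4.10), Osgin1 (3.38), Gstm1 (2.44) and Gsta3 (2.12) (limma camera, adjusted p = 0.0388; 0.612 with an estimated correlation), and without KCN replicate 2 their mean was −0.026 over 17 genes. Fatty acid oxidation genes (17 tested, mean 0.43) were led by Acadm (0.99), Slc25a20 (−0.91), Eci1 (0.90) and Hadh (0.89) (adjusted p = 0.00116; 0.576 with an estimated correlation). Scaled to ductal marker UMIs these means were −1.49 and −1.71, against −1.85 for the median of all genes. Stress genes (20 tested, mean 0.80) were led by Egr1 (2.36), Hspb1 (2.20), Ier3 (1.90) and Hspa1b (−1.63) (adjusted p = 0.000921; 0.612 with an estimated correlation), with a mean of 1.39 without KCN replicate 1 and 0.22 without KCN replicate 2, and inflammation genes (13 tested, mean −1.49, 1 lower when adjusted over the list alone) by Ccl5 (−3.51), Il1b (−2.94), Ccl4 (−2.61) and Cxcl9 (−2.21) (adjusted p = 0.000143; 0.514 with an estimated correlation), with a mean of −2.48 without KCN replicate 1 and −0.51 without KCN replicate 2, in which the leukocyte gene Ptprc was at 21.7 CPM against 382 to 426 in the others.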
